# Time-course analysis of cisplatin induced AKI in preclinical models: implications for testing different sources of MSCs

**DOI:** 10.1186/s12967-024-05439-6

**Published:** 2024-08-27

**Authors:** Abantika Ganguly, Shashank Chetty, Rosita Primavera, Steven Levitte, Shobha Regmi, Benjamin William Dulken, Scott M. Sutherland, Wendy Angeles, Jing Wang, Avnesh S. Thakor

**Keywords:** Acute kidney injury, Cisplatin, Mesenchymal Stem Cells, Cell therapy, Transcriptomics, Temporal profile

## Abstract

**Background:**

Kidneys are at risk from drug-induced toxicity, with a significant proportion of acute kidney injury (AKI) linked to medications, particularly cisplatin. Existing cytoprotective drugs for cisplatin-AKI carry side effects, prompting a search for better biological therapies. Mesenchymal Stem Cells (MSCs) are under consideration given their regenerative properties, yet their clinical application has not achieved their full potential, mainly due to variability in the source of MSC tested. In addition, translating treatments from rodent models to humans remains challenging due to a lack of standardized dosing and understanding potential differential responses to cisplatin between animal strains.

**Method:**

In the current study, we performed a time-course analysis of the effect of cisplatin across different mouse strains and evaluated gender related differences to create a robust preclinical model that could then be used to explore the therapeutic efficacy of different sources of MSCs for their ability to reverse AKI.

**Result:**

Our data indicated that different mouse strains produce differential responses to the same cisplatin dosing regimen. Despite this, we did not observe any gender-related bias towards cisplatin nephrotoxicity. Furthermore, our time-course analysis identified that cisplatin-induced inflammation was driven by a strong CXCL1 response, which was used as a putative biomarker to evaluate the comparative therapeutic efficacy of different MSC sources in reversing AKI. Our data indicates that UC-MSCs have a stronger anti-inflammatory effect compared to BM-MSCs and AD-MSCs, which helped to ameliorate cisplatin-AKI.

**Conclusion:**

Overall, our data underscores the importance of using an optimized preclinical model of cisplatin-AKI to test different therapies. We identified CXCL1 as a potential biomarker of cisplatin-AKI and identified the superior efficacy of UC-MSCs in mitigating cisplatin-AKI.

**Graphical abstract:**

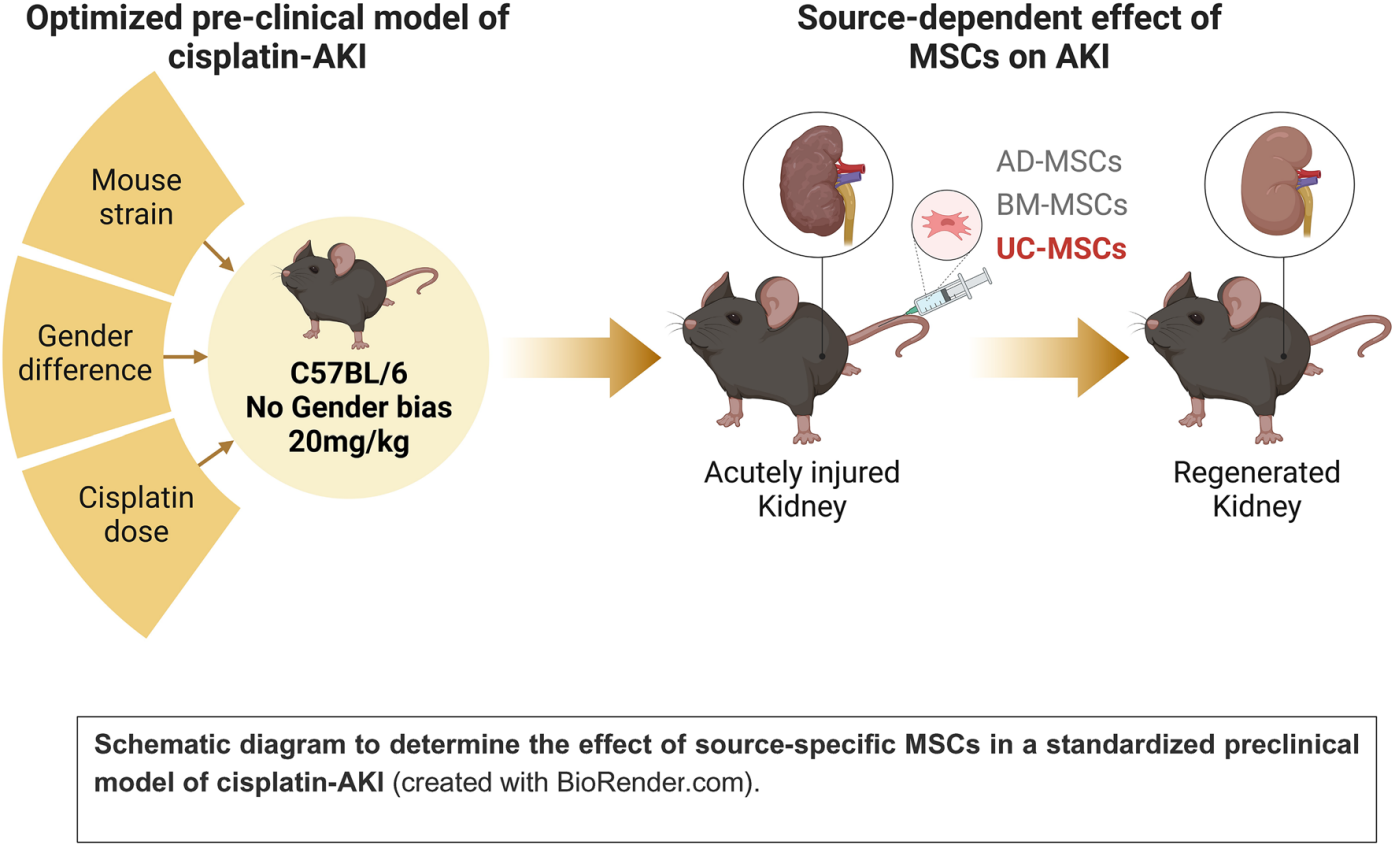

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-024-05439-6.

## Background

The kidneys are frequently exposed to toxic drugs and metabolites and are therefore a common site for drug-related toxicity [1, 2]. Cisplatin remains the most effective and widely used treatment option for solid tumors [3], however, it is also responsible for 30–46% incidence of AKI in cancer patients [4]. The current standard of care for AKI is mostly supportive, with some patients requiring dialysis due to profound renal dysfunction [5], leading to high healthcare costs [6]. Thus, despite its broad anti-cancer potential, the clinical use of this chemotherapeutic agent remains limited [3]. Although several drugs have been approved clinically as cytoprotective agents for cisplatin-AKI, including OCT2 inhibitors [7] and antioxidant agents [8, 9], all of these drugs are associated with side effects including hypotension and hypocalcemia [10], which may restrict their universal usage for preventing cisplatin-AKI. These constraints have therefore spearheaded the need to look for alternative therapies for treating cisplatin related nephrotoxicity.

In the last decade, Mesenchymal Stem Cells (MSCs) have been proposed as a potentially useful therapeutic strategy in various diseases, including AKI [11]. Although MSC therapies have shown great promise in rescuing and regenerating the acutely injured kidney in pre-clinical models [12], their clinical translation has been sub-optimal, with some studies reporting lack of renal recovery, minimal impact on dialysis prevalence and comparable 30-day mortality between groups [13]. A key reason for this observed discrepancy between pre-clinical and clinical studies maybe attributed to the use of different sources of MSCs, which differ in their relative differentiation potential [14] and secretory profiles [15, 16], all of which contribute to the regenerative signature of MSCs. In a recent study, our group performed an integrated multi-omics based profiling of neonatal (umbilical cord-derived MSCs; UC-MSCs) and adult (bone marrow-derived MSCs; BM-MSCs and adipose tissue-derived MSCS; AD-MSCs) sources of MSCs [17] and identified source-specific differences in their anti-inflammatory, immunomodulatory, growth/proliferative and angiogenic properties, which collectively could have implications in the development of a targeted therapy for cisplatin-AKI.

Although, rodent models of cisplatin-induced toxicity remain the most reproducible with high clinical relevance, these preclinical models have failed to effectively translate novel treatment strategies for AKI into humans [18]. To improve the translatability of preclinical mice models of cisplatin-AKI, it is important to understand: (i) the effect of different dosing regimens, (ii) the role of gender-based differences, and (iii) the heterogeneity in the temporal profile of the functional and molecular responses between different strains of mice. Together, this will increase the likelihood of identifying and validating novel therapeutic targets for increased translatability into patients. Hence, in the present study, we looked at the dose-dependent responses to cisplatin in two different mouse strains, CD1 and C57BL/6 mice, and performed a transcriptome based time-course analysis of the molecular signature in male and female C57BL/6 mice during the progression of cisplatin-AKI, to generate a robust and reproducible preclinical model that could then be used to investigate the ability of different sources of MSCs to function as a rescue therapy to reverse AKI.

## Methods

### Cell culture

All MSCs were purchased from StemBioSys, USA (https://www.stembiosys.com/) and characterized based on the criteria by the International Society for Cell and Gene Therapy (ISCT) and expanded as previously described [17]. MSCs from passage 4–6 were used in this study. The HK-2 cell line was obtained from ATCC, USA (Catalogue: CRL-2190) and cultured in Keratinocyte Serum-free media (K-SFM) from Invitrogen (GIBCO) using additives 0.05 mg/mL Bovine Pituitary Extract (BPE) and 5 ng/ml human recombinant Epidermal Growth Factor (EGF).

### In vitro model of cellular injury in cisplatin-AKI

HK-2 cells were co-cultured with MSCs (in a trans well system) from different sources (n = 3 donors) in a ratio of 10:1 in serum-free media containing cisplatin at a concentration of 100 μM in saline (Sigma-Aldrich) for 24 h. For the determination of apoptosis, we used a colorimetric Cell Death Detection ELISA^PLUS^ (Roche, Switzerland) according to the manufacturer’s guidelines and absorbance was measured at 405 nm. Cellular ROS was measured using DCFDA (ThermoFisher USA) and fluorescence intensity was monitored at Ex/Em = 485/535 nm.

### Animal model

All animal experiments were performed according to the Institutional Animal Care and Use Committee (IACUC) at Stanford University. CD1 and C57BL/6 mice aged 6–8 weeks were acquired from Charles River Laboratories, USA. AKI was induced by a single intra-peritoneal injection of cisplatin (Sigma Aldrich, USA) in 0.5% saline at two different doses: 15 mg/kg and 20 mg/kg. AKI was defined by measurement of serum Creatinine > 0.3 mg/dL and 1.5-fold increase in BUN for two consecutive days. A single dose of MSCs (1 × 10^6^ cells/animal) was administered via tail vein injection at Day 3 following cisplatin injection (20 mg/kg). Animals were sacrificed on Day 5 or Day 7 based on experiments.

### Transcriptomics analysis

Transcriptomic analysis for all experimental groups was performed in C57BL/6 mice. For each time point both male (n = 4 biological replicates) and female mice (n = 4 biological replicates) were used. Paired end 150 bp sequencing was carried out using the Illumina HiSeq4000 platform. Alignment was performed against the Mouse Reference Genome GRCm38. The package DESeq2 was used to perform the differential gene expression (DEG) analysis and DEGs were considered significant using a threshold of Log [fold change] > 1.5 and p.adj (FDR) < 0.05. Hierarchical clustering was performed using uncentered correlation using Cluster 3.0 and temporal modules were identified by computing a similarity score between two joining elements/ dendrograms in the distance matrix with Correlation (R) > 0.1 considered as significant. Heatmaps were visualized using TreeView 3.0. Functional annotation of genes in each module was performed using The Database for Annotation, Visualization and Integrated Discovery (DAVID) [19, 20].

### Biochemical analysis

Serum blood urea nitrogen (BUN) and creatinine were assayed spectrophotometrically at the Stanford diagnostic facility. Total RNA was extracted using an RNAeasy kit (Qiagen, Germany) and RT-qPCR for gene expression analysis was performed using an iTaq Universal One-Step RT-qPCR Kit by SYBR GREEN method. Primers were procured from Integrated DNA Technologies (Table S2) and GAPDH was used as an internal control.

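Primer pairs were searched for exact matches in 141767 annotated mouse transcripts (GENCODE, GRCm38). The Cxcl1 pair lies on chromosome 5, with the forward primer TCCAGAGCTTGAAGGTGTTGCC from 90891539 to 90891560 in exon 2 and the reverse primer AACCAAGGGAGCTTCAGGGTCA from 90891742 to 90891763 in exon 3, both in the coding sequence, and gives a product of 110 bp from the transcript. The Lcn2 (NGAL) pair lies within exon 6 on chromosome 2. Its forward primer AACTGAATGGGTGGTGAGTG covers the end of the coding sequence and the UTR from 32384851 to 32384870, and its reverse primer TCTCTGGCAACAGGAAAGATG lies in the UTR from 32384770 to 32384790, for a product of 101 bp. The Havcr1 (KIM-1) pair lies within the coding sequence of exon 3 on chromosome 11, from 46756180 to 46756268, with a product of 89 bp. The Tnf pair gave a product of 191 bp. Each of these 4 pairs matched transcripts of 1 gene with both primers. The Gapdh pair lies within the coding sequence of exon 5 on chromosome 6, with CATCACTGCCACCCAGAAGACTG from 125162672 to 125162694 and ATGCCAGTGAGCTTCCCGTTCAG from 125162542 to 125162564, for a product of 153 bp. Both of its primers also matched transcripts of 52 other genes, so reads of Gapdh could have been split between these copies or left uncounted. In the kidney RNA sequencing of the time course, between 38 and 24419 reads were counted on Gapdh per library over the 32 mice.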

### Histopathology

Renal tissue was fixed in 10% neutral-buffered formalin and processed for light microscopy examination. Histopathological changes were analyzed by a pathologist following hematoxylin and eosin (H&E) staining. ROIs were defined as 1mm^2^ areas of renal parenchyma, and 10 ROIs were quantified per kidney.

### Statistical analysis

The data were analyzed using Prism 8 (Graphpad software). All in vivo experiments were performed with at least n = 4 biological replicates and in vitro studies performed using at least n = 6 biological replicates. To compare continuous variables among multiple independent groups, a non-parametric Kruskal–Wallis test was employed, to consider departures from normality in the distribution of the data. In cases where the Kruskal–Wallis test indicated a rejection of the null hypothesis of no differences among groups, post hoc pairwise comparisons were performed using the Two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli [23] to identify specific pairwise differences between the groups. To compare time-dependent variables among multiple groups, a mixed ANOVA was used followed by Sidak’s post hoc correction for evaluating pairwise comparisons between groups. A p-value (adjusted p-value for non-parametric and mixed ANOVA), P ≤ 0.05 was considered statistically significant. Efficacy for the different MSC-sources was calculated as percentage differences compared to untreated samples (Table S1).

## Results

### Development of a standardized preclinical model for cisplatin-AKI

Most preclinical studies evaluating cisplatin-AKI utilize a single sub-lethal dose of cisplatin which can induce severe AKI, characterized by increased BUN and serum creatinine levels. This model is useful for studying the acute inflammatory response of kidney injury without causing systemic toxicity and multi-organ failure, which clinically represents a different pathology. Based on published data for calculating mouse cisplatin dosing similar to human clinical dosing [21–23], doses in the range of 16–25 mg/kg were shown to induce moderate to severe AKI in > 50% of cases in mice following a single injection with no related mortality. Hence, for modeling cisplatin induced AKI we chose two different sub-lethal concentrations of cisplatin at 15 mg/kg and 20 mg/kg to test in our studies.

#### Effect of cisplatin dosing in different mouse strains

AKI was induced in two different strains of mouse, CD1 and C57BL/6, using a single dose of cisplatin. CD1 and C57BL/6 mouse were injected with two different sub-lethal doses of cisplatin at 15 mg/kg and 20 mg/kg, and the effect on renal function was measured using serum BUN and creatinine over 7 days. In C57BL/6 mice, there was a gradual increase in serum BUN and creatinine levels with changes from baseline starting at Day 2 and sustained until Day 5, with a peak at Day 3 following both 15 mg/kg as well as 20 mg/kg doses. However, when comparing the maximal response at Day 3, the values for both serum BUN and creatinine were statistically more significant with 20 mg/kg dose compared to 15 mg/kg (Fig. 1a, b). Increase in blood phosphate levels, also followed a similar increase from baseline with a peak at Day 3; however, unlike BUN and creatinine levels, the hyperphosphatemia response did not show a dose-dependent effect with different cisplatin doses (Fig. 1c). In contrast, CD1 mice demonstrated only a small change from baseline for serum BUN, creatinine, and phosphate levels at Day 3 (Fig. 1d–f) following cisplatin injection, with no statistically significant difference observed between either cisplatin doses. Based on our observations, we identified that the C57BL/6 strain of mouse is more susceptible to cisplatin-induced nephrotoxicity, and 20 mg/kg of cisplatin was identified as the optimal dose to investigate the effect of gender on AKI severity and time-course progression of cisplatin-AKI.

**Fig. 1:**
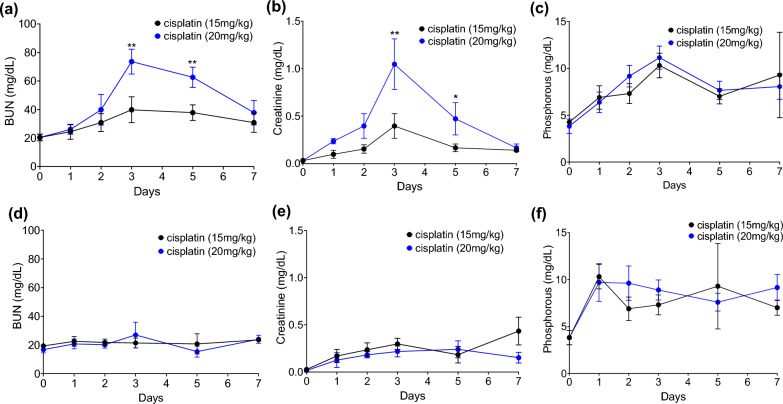
Time-course effect of cisplatin dosing in two different mouse strains. Panel showing changes in C57BL/6 renal functional parameters, serum (**a**) BUN, (**b**) Creatinine and (**c**) Phosphorous following intra-peritoneal (IP) injection of two different doses of cisplatin over 7 days. Panel showing changes in CD1 renal functional parameters, serum (**d**) BUN, (**e**) Creatinine and (**f**) Phosphorous following systemic injection of two different doses of cisplatin over 7 days. Statistical analysis: (**a**–**f**) Results expressed as mean ± SD (n = 5 biological replicates). Statistical significance was determined using a mixed ANOVA followed by Sidak’s post hoc correction for evaluating multiple pairwise comparison. *P ≤ 0.05; **P ≤ 0.01

#### Effect of gender on cisplatin-AKI induction

To understand the progression of cisplatin-AKI at the cellular and molecular level, we performed a time-course analysis of kidney tissue from Day 0 to Day 5 in C57BL/6 mouse injected with 20 mg/kg cisplatin. To ensure an unbiased analysis, we also considered both male and female genders in our time-course analysis. Comparison of renal functional parameters alone, including serum BUN, creatinine and phosphate levels, between male and female mice over seven days following cisplatin injection did not indicate any statistically significant difference (Fig S1). In order to explore differences in response to cisplatin-AKI at the molecular level, we also performed a detailed transcriptomic profiling of changes in gene expression in male and female mice following 20 mg/kg cisplatin injection. 

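Kidney RNA was sequenced from 8 groups of 4 mice of the inbred laboratory strain C57BL/6, namely male and female mice before injection (Day 0) and at Day 2, Day 3 and Day 5 after 20 mg/kg cisplatin, a platinum drug that binds DNA. Each of the 32 libraries came from 1 mouse. The authors aligned paired-end reads to GRCm38 and deposited, for 54532 genes, the number of reads counted on each gene, without normalization, and FPKM values made from the same counts. The paper's text does not name the aligner, the counting tool or the strandedness. The sample labels list a cisplatin treatment for the Day 0 female mice and none for the Day 0 male mice, whereas the paper describes Day 0 mice as healthy, and the paper's description was followed. Among male mice, the reads counted on genes per library ranged from 16502107 to 30740491 (median 17734690.5) at Day 0, from 19876957 to 27487341 (median 22623476.5) at Day 2, from 18822537 to 20946652 (median 20820769) at Day 3 and from 18682297 to 23257413 (median 20146416.5) at Day 5. Among female mice, the ranges were 23647121 to 35961325 (median 29266581.5) at Day 0, 21919618 to 29980960 (median 26448866.5) at Day 2, 27146123 to 33729363 (median 30639462) at Day 3 and 18775424 to 29124830 (median 26231743.5) at Day 5. DEGs were called on the counts with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts (filterByExpr) within the groups compared, at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1.5. Scores and correlations used log2 CPM (TMM over the 32 libraries, prior count 2). The choice of test changed the numbers, as did leaving out single mice: the DESeq2 Wald test, the tool the paper names, called 515 DEGs in male mice at Day 2 where edgeR called 115. A group of 4 mice against 4 allows 35 splits, so the smallest two-sided exact permutation p is 0.0286. The labels were checked against Xist, which females transcribe from the inactive X chromosome, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. At Day 2 and Day 3 the male libraries held between 0 and 5 counts of Xist and the female libraries 0 counts of the Y-linked genes. The library labelled male Day 5 mouse 1 held 4153 counts of Xist beside 387 counts of the Y-linked genes, against its label. The female Day 0 libraries held between 5 and 221 Y-linked counts. Xist had between 0 and 242 counts in male Day 0 libraries and 260, 89 and 59 in male Day 5 mice 2, 3 and 4.

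**Figure D1:**
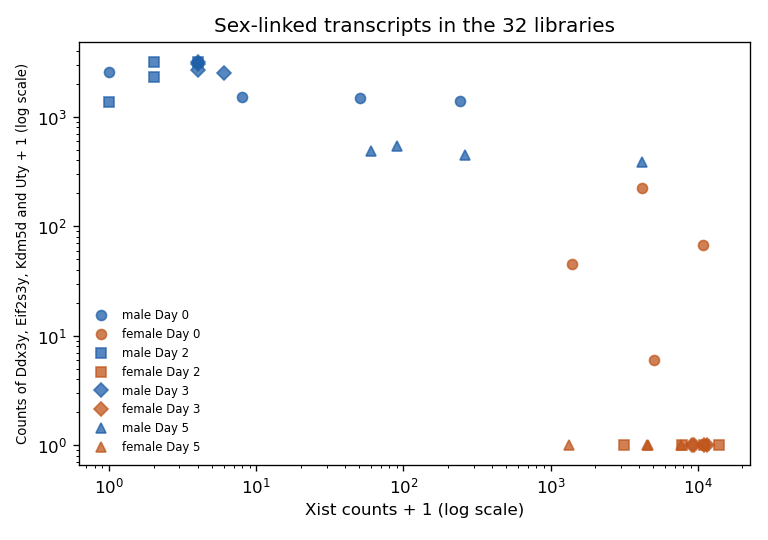
Summed counts of Ddx3y, Eif2s3y, Kdm5d and Uty plus 1 (vertical axis) against counts of Xist plus 1 (horizontal axis), both on log scales, with 1 point for each of the 32 libraries. The library labelled male Day 5 mouse 1 sits high on both axes, at 387 and 4153 counts.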

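Principal components were computed on log2 CPM of the 18218 genes that passed the filter over the 32 libraries, with genes centred and not scaled. The first 2 components held 33.8% and 28.6% of the variance over the 16 male mice and 40.6% and 13.9% over the 16 female mice. To give the separation from Day 0 a test, the share of the squared distance between mice that lies between the 2 groups compared (PERMANOVA R2) was calculated, with a one-sided exact permutation test over the 35 splits. In male mice, R2 was 0.306 between Day 2 and Day 0 and 0.371 between Day 3 and Day 0, each with an exact p of 0.0286. In female mice, R2 was 0.344 at Day 2 and 0.351 at Day 3, each with the same exact p. Scaling every gene to unit variance gave an R2 of 0.318 (exact p = 0.0571) for female mice at Day 2, and the 500 most variable genes gave 0.342 (exact p = 0.0571) for female mice at Day 3. Leaving out any single Day 2 or Day 3 mouse raised the exact p of its comparison to 0.0571 in both sexes, with an R2 no lower than 0.285 in male and 0.309 in female mice, whereas the exact p stayed at 0.0286 with any Day 0 mouse left out. Along the first component of the female mice, the Day 0 mice themselves ranged from -206.2 to 16.6, a wider range than that of the Day 2 and Day 3 mice.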

A multi-variate PCA analysis following cisplatin injection indicated maximal variance in gene profile between healthy animals (D0) and those injected with cisplatin at Day 2 and Day 3, in both male and female mice (Fig S2a, b). Furthermore, the expression profile at Day 5 was similar to that of Day 0, but with some degree of overlap with Day 2 and Day 3, suggesting that complete molecular restoration is not achieved in AKI by Day 5 even when we observe a recovery of renal functions as measured by serum BUN and creatinine (Fig. 1). 

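At Day 5, R2 against Day 0 was 0.365 in male mice (exact permutation p = 0.0286) and 0.253 in female mice (exact permutation p = 0.0571). Without male Day 0 mouse 3 or male Day 5 mouse 3, the exact p in males rose to 0.0571, while without female Day 0 mouse 4 R2 in females was 0.363 (exact p = 0.0286), as it was with the 500 most variable genes (0.337, exact p = 0.0286). Male Day 5 mice had 1127 DEGs against Day 0, of which 574 were upregulated and 553 downregulated among 14969 genes tested, more than the 591 of Day 3 or the 115 of Day 2. This count ranged from 507 without male Day 5 mouse 2 to 1824 without the library labelled male Day 5 mouse 1. Female Day 5 mice had 37 DEGs (27 upregulated and 10 downregulated of 16260 genes tested), between 8 without female Day 5 mouse 3 and 687 without female Day 0 mouse 4. Transcripts of the mitochondrial genome took 42.5%, 78.9%, 79.8% and 79.7% of the counts in male Day 5 mice 1 to 4, against 6.46% to 24.0% in male Day 0 mice, and 31.6%, 77.9%, 22.2% and 9.30% in female Day 5 mice 1 to 4, against 4.49% to 19.7% in female Day 0 mice. At Day 2 and Day 3 the share lay between 4.87% and 14.0% in all 16 libraries.

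**Figure D2:**
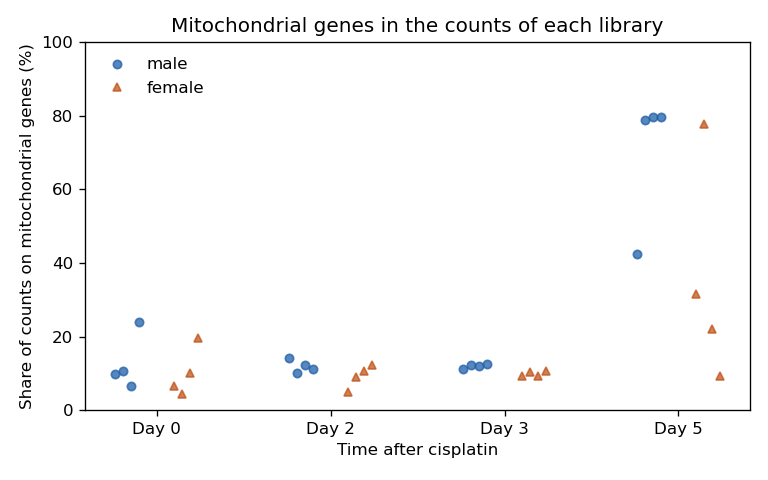
Percent of the counts of each library on genes of the mitochondrial genome (vertical axis) by day and sex, with 1 point per mouse. The Day 5 libraries reach 79.8% in male and 77.9% in female mice, while the Day 2 and Day 3 libraries stay at or under 14.0%.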

Temporal profile of mean gene expression intensity in male and female C57BL/6 mice showed a divergence between male and female healthy mice at Day 0 (Fig. 2a). 

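The mean of the deposited FPKM over all 54532 genes was 9.25 ± 2.04 (SD, n = 4) in male and 9.60 ± 2.47 (SD, n = 4) in female mice at Day 0. The difference of -0.353 was smaller than the spread between mice (two-sided exact permutation test, p = 0.743), and it was positive without male Day 0 mouse 1 (0.210), male Day 0 mouse 2 (0.145) or female Day 0 mouse 3 (0.789). Over genes with a mean FPKM of at least 1 the means were 41.3 and 42.9 (exact permutation p = 0.743), and the mean of log2(FPKM + 1) was 0.72 in both sexes (exact permutation p = 0.571). The paper's text does not state how the mean intensity was computed.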

Interestingly there was a convergence in the mean expression at Day 2 and Day 3, followed by a divergence at Day 5 (Fig. 2a). 

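The mean FPKM was 7.40 ± 0.479 (SD, n = 4) in male and 7.68 ± 1.25 (SD, n = 4) in female mice at Day 2 (two-sided exact permutation test, p = 0.686), and 6.90 ± 0.0940 and 6.70 ± 0.487 (SD, n = 4 each) at Day 3 (exact p = 0.400). The small differences changed sign with the setting: at Day 2 the male mean was higher by 0.166 without female Day 2 mouse 1 and by 0.368 without genes resembling ribosomal RNA, and at Day 3 it was lower, at -0.147, without mitochondrial genes, a setting chosen after the values were seen. Without female Day 3 mouse 4 the Day 3 difference was 0.422 (exact p = 0.0286). At Day 5 the mean was 43.0 ± 19.9 (SD, n = 4) in male and 19.2 ± 19.0 (SD, n = 4) in female mice (exact p = 0.0571). The library labelled male Day 5 mouse 1 is among these males, and without it the difference of 23.8 became 33.6 (exact p = 0.0571). Female Day 5 mouse 2 alone stood at 47.5, against 7.35 to 11.5 in the other female Day 5 mice. Without mitochondrial genes, the Day 5 means were 9.56 and 7.50 (exact p = 0.343), and without the 50 genes of highest mean FPKM they were 3.68 and 3.74 (exact p = 0.800).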

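Over the 16 male and female mice of Day 2 and Day 3, the first 2 principal components held 32.7% and 15.0% of the variance. Between male and female mice, R2 was 0.335 at Day 2 and 0.461 at Day 3, each with an exact permutation p of 0.0286 (one-sided, 35 splits), so the distance between the sexes was larger than that of any other split of the same 8 mice on either day. At Day 3 the exact p was 0.0286 in all 11 alternatives tried, with an R2 from 0.415 to 0.644. At Day 2, scaling every gene to unit variance gave 0.214 (exact p = 0.171), and 3 of the 8 fits that each left out 1 mouse had an exact p over 0.05, with an R2 between 0.315 (without male Day 2 mouse 1) and 0.420 (without male Day 2 mouse 4).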

At the molecular level, PCA analysis was also used to confirm the low variance in kidney mRNA expression between male and female mice at Day 2 and Day 3 of cisplatin-AKI (Fig. 2b), suggesting that response to cisplatin-AKI may be similar, irrespective of gender. To further explore gender associated differences in cisplatin-AKI, a differential gene analysis was performed between males and females at Day 2 and Day 3, which identified a total of 239 upregulated and 392 downregulated DEGs between male and female mice respectively (Supplementary dataset S1). 

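Between male and female mice, 135 DEGs were called at Day 2 (84 higher and 51 lower in males, 16608 genes tested) and 322 at Day 3 (149 higher and 173 lower, 16673 genes tested), beside 58 at Day 0 and 36 at Day 5. The DESeq2 Wald test called 297 at Day 2 and 559 at Day 3. Leaving out 1 mouse moved the Day 2 count between 79 (without female Day 2 mouse 3) and 258 (without male Day 2 mouse 4), and the Day 3 count between 265 and 530 (without female Day 3 mouse 2). At Day 0 the count fell to 0 without male Day 0 mouse 1, with 1289 genes at an unadjusted p under 0.05 in the full comparison. The library labelled male Day 5 mouse 1, whose Xist is against its label, is among the males of the Day 5 comparison. Without it the Day 5 count was 1206, and without male Day 5 mouse 2 it was 0, with 3094 genes at an unadjusted p under 0.05 in the full comparison. Over all genes tested, the values of males and females did not overlap for 1562 of 16608 genes at Day 2 and 4280 of 16673 at Day 3, where chance gives 2.857% of genes. Among protein-coding DEGs without overlap, the largest at Day 2 were the Y-linked Ddx3y (at least 285-fold higher in males, adjusted p = 0.000251) and Eif2s3y (at least 218-fold, adjusted p = 0.000180), and Slco1a1 (at least 1290-fold, adjusted p = 1.25e-05), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and given as limits because the female libraries held at most 2 counts. Slco1a1 encodes an organic anion transporter and lies on chromosome 6 of GRCm38 from 141907282 to 141946962. Higher in females at Day 2 were Ptpn5 (at least 48.8-fold, adjusted p = 0.000121 from the same edgeR test), Ugt1a2, with a log2 fold change of -5.60 (standard error 0.629, adjusted p = 0.00148), and Myh1, at -5.48 (standard error 0.512, adjusted p = 0.000465). Ugt1a2 shares exons with other Ugt1a genes, and counting could have split its reads. At Day 3, Ddx3y was at least 465-fold and Eif2s3y at least 396-fold higher in males. Atp13a4 was at least 23.3-fold, Serpina6 at least 11.4-fold and Mat1a at least 26.9-fold higher in females. The limit for Mat1a rests on a female mean of 4.33 ± 5.8 CPM (SD, n = 4). Its lowest female mouse was at 0.489 CPM, against 0.161 for the floor. Mat1a had an adjusted p under 0.05 in 4 of the 8 edgeR fits that each left out 1 mouse. Genes of a hepatocyte list differed between the sexes too. At Day 3, 11 of 30 tested were DEGs (3 higher and 8 lower in males), and at Day 2, 5 of 24, all higher in males. Whether liver tissue carried along with the kidney contributed to the sex differences was not tested. Whether the response to cisplatin differed by sex was tested as an interaction of day and sex. At Day 2, 0 of 17467 genes passed, with 738 at an unadjusted p under 0.05, and at Day 3, 2 of 17598 passed, with 1252 at an unadjusted p under 0.05. The 2 genes, named after their values were seen, were Ppard, which went from 84.5 ± 16.6 to 15.7 ± 0.994 CPM in males and from 41.9 ± 5.75 to 25.8 ± 3.80 in females (SD, n = 4 each; interaction -1.73, standard error 0.217, edgeR adjusted p = 0.0123), and Kynu, which went from 3.12 ± 1.28 to 17.4 ± 1.14 CPM in males and from 32.2 ± 9.77 to 23.5 ± 8.53 in females (interaction 2.94, standard error 0.407, edgeR adjusted p = 0.0213). Ppard kept an adjusted p under 0.05 in 12 and Kynu in 7 of the 16 edgeR fits that each left out 1 mouse.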

Gene Ontology (GO) analysis indicated differences in pathways related to steroid metabolic process, associated with sexual differentiation and reproduction (Fig S2c, d). 

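A list of 73 genes of steroid metabolism, fixed before the data were examined, as were the other lists named at these results, had 57 members tested between males and females at Day 2 and 56 at Day 3. The families Ugt and Akr1c in it hold close paralogs, whose reads counting could have split. At Day 2 the list's mean log2 fold change was 0.60, with 34 of 57 genes higher in males (two-sided camera, limma, with a preset correlation of 0.01, p = 0.0354, as small in 10 of the 35 splits of the mice by exact permutation). At Day 3 it was -0.28, with 26 of 56 genes higher in males (limma's camera, p = 0.984, as small in all 35 splits of the exact permutation). The Day 2 p was 0.00548 with sample quality weights in limma, 0.270 with an estimated correlation and 0.116 with fry. Without female Day 2 mouse 2 it was 0.120. The genes of the list moved both ways. At Day 2, 7 were DEGs (4 higher and 3 lower in males), with 10 genes at an adjusted p under 0.05 over all genes tested and 23 when adjusted over the list alone. At Day 3, 10 were DEGs (5 higher and 5 lower), with 17 over all genes and 22 adjusted over the list alone. At Day 0, 3 were DEGs, with 15 adjusted over the list alone. Cyp7b1, an oxysterol hydroxylase, had a log2 fold change of 6.16 (standard error 0.342, adjusted p = 9.43e-06) at Day 2 and 5.78 (standard error 0.219, adjusted p = 2.68e-06) at Day 3 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ugt2b37 was higher in males by 4.82 and 5.81, Ugt2b38 by 2.96 and 3.49. Hsd17b14, at -2.10 and -2.47, Ugt2b34, at -2.19 and -2.08, and Akr1c20, at -2.49 and -2.83, were lower in males on both days. Of the DEGs, 1 at Day 2 (Hsd3b1) and 0 at Day 3 are also in the list of adrenal cortex genes. For the interaction of sex and day, 0 genes of the list passed at either day, with 5 at Day 2 and 0 at Day 3 adjusted over the list alone.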

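A list of 99 inflammatory response genes, of which 11 are also in the module tables of Supplementary dataset S2, had 68 members tested between male and female mice at Day 2 and 76 at Day 3. Its mean log2 fold change between males and females was -0.00196 at Day 2, with 31 of 68 genes higher in males (two-sided, limma's camera, p = 0.982, as small in 35 of the 35 splits of the mice by exact permutation). At Day 3 it was -0.23, with 28 of 76 higher in males (limma's camera, p = 0.121, as small in 27 of the 35 splits by exact permutation). Both values moved with single mice: camera gave 0.0472 at Day 2 without male Day 2 mouse 4 and 0.000431 at Day 3 without female Day 3 mouse 2, and with sample quality weights it gave 0.0131 and 0.00255. Of the list, 0 genes were DEGs at Day 2, with 1 at an adjusted p under 0.05 over all genes and 5 adjusted over the list alone. At Day 3, 2 were DEGs, Spp1 and Orm1, both lower in males, with 10 over all genes and 0 adjusted over the list alone. In the test of the sex difference in response, 0 genes of the list passed at either day, with 2 at Day 2 and 0 at Day 3 adjusted over the list alone. For Cxcl1 the log2 fold change of males against females was -0.82 (standard error 0.675, adjusted p = 0.622) at Day 2 and -0.34 (standard error 0.736, adjusted p = 0.768) at Day 3 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without female Day 3 mouse 1 the Day 3 value was 0.11. For Lcn2 it was -0.11 (standard error 0.585, edgeR adjusted p = 0.951) at Day 2, between -1.02 and 0.20 with 1 mouse left out, and -1.26 (standard error 0.962, edgeR adjusted p = 0.384) at Day 3. Havcr1, the gene of KIM-1, was lower in male than in female mice at Day 3, with 3.25 ± 1.01 against 39.3 ± 39.6 CPM (SD, n = 4 each) and a log2 fold change of -3.60 (standard error 0.864, edgeR adjusted p = 0.0248). Its adjusted p stayed under 0.05 in 4 of the 8 edgeR fits that each left out 1 mouse, and its interaction of sex and day was -4.72 (standard error 1.29, edgeR adjusted p = 0.478).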

We did not observe any gender-based differences in biological processes related to inflammatory response following cisplatin-AKI.

**Fig. 2:**
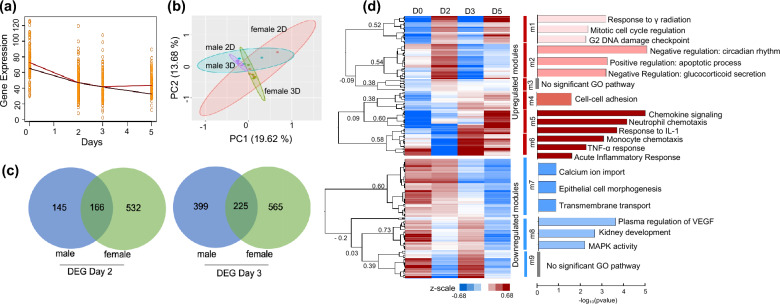
Time-course analysis of cisplatin-AKI on male and female mice. **a** Temporal profile of mean gene expression intensity in C57BL/6 male and female mice over a period of 5 Days following cisplatin dose with strong overlap between C57BL/6 male and female mice at Day 2 and Day 3 (Red: male; Brown: female). **b** PCA analysis of variance in gene expression data for C57BL/6 male and female mice at Day 2 and Day 3 following cisplatin injection (**c**) Venn diagram showing overlap of DEG [log(FC) > 1.5, FDR < 0.05] between C57BL/6 male and female mouse at Day 2 and Day 3. **d** Unsupervised hierarchical clustering of conserved DEGS from C57BL/6 male and female mouse at Day 2 and Day 3 identified n = 9 modules with a positive Pearson correlation (R) > 0.1. Heatmap visualization of temporal change in gene expression across each module. Modules were sorted into upregulated and downregulated based on their basal gene expression at Day 0. (D=Day). Top GO biological pathways for each module sorted by pvalue (p < 0.05). **a–d** All experiments were performed with male (n = 4 biological replicates) and female (n = 4 biological replicates)

#### Time-course analysis of cisplatin-AKI progression

To identify the conserved genetic signature in cisplatin-AKI, significantly differentially expressed genes (DEGs) common between male and female mice at Day 2 (166 genes) and Day 3 (225 genes) were identified (Fig. 2c) and a time-course analysis with temporal module identification was undertaken using unsupervised hierarchical clustering (Fig. 2d, Supplementary dataset S2), which identified nine significant temporal modules with node value 0.3 ≤ R ≤ 1 (Fig. 2d, Supplementary dataset S2). 

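Against Day 0, male mice had 115 DEGs at Day 2 (83 upregulated and 32 downregulated, 16051 genes tested) and 591 at Day 3 (298 and 293, 15908 genes tested). Female mice had 234 DEGs at Day 2 (88 upregulated and 146 downregulated, 16541 genes tested) and 424 at Day 3 (87 and 337, 17065 genes tested). With the DESeq2 Wald test the counts were 515 and 1176 in males and 1047 and 1208 in females. Single mice moved them widely: in males from 10 (without male Day 0 mouse 1) to 475 (without male Day 0 mouse 4) at Day 2 and from 156 (without male Day 3 mouse 3) to 967 (without male Day 0 mouse 4) at Day 3, and in females from 21 (without female Day 2 mouse 3) to 1766 (without female Day 0 mouse 4) at Day 2 and from 0 (without female Day 0 mouse 1, for example) to 1972 (without female Day 0 mouse 4) at Day 3, where 5247 genes had an unadjusted p under 0.05 in the full comparison. Common to both sexes were 24 DEGs at Day 2 (15 upregulated and 9 downregulated) against 1.51 for independent lists (exact hypergeometric test, p = 2.1e-22, 15783 genes tested in both), and 153 at Day 3 (32 and 121) against 13.8 (p = 6.33e-123, 15764 genes). The hypergeometric test takes genes as independent draws, so its p does not measure the spread between mice. All of the common DEGs moved the same way in both sexes. The common DEGs ranged from 2 (without male Day 0 mouse 1) to 72 (without male Day 0 mouse 4) at Day 2 and from 0 (without female Day 0 mouse 1) to 352 (without female Day 0 mouse 4) at Day 3, and the DESeq2 Wald test gave 200 and 346. Males and females share no control mice, but a difference common to the Day 0 libraries of both sexes was not excluded as a source of common DEGs. Over all genes tested, the mice of Day 0 and of the later day did not overlap for 3959 genes in males and 2515 in females at Day 2, and for 6137 and 3261 at Day 3, where chance gives 2.857% of genes. Among protein-coding DEGs without overlap, the largest in male mice at Day 2 were Gdf7 (at least 7.32-fold higher, edgeR adjusted p = 0.0446) and Npas2 (chromosome 1, 39193731 to 39363236), which fell from 19.4 ± 6.81 to 1.12 ± 0.337 CPM (SD, n = 4 each; log2 fold change -4.10, standard error 0.351, edgeR adjusted p = 0.00282, under 0.05 in 8 of the 8 fits that each left out 1 mouse). In female mice at Day 2, Fhit (chromosome 14, 9550092 to 11162035) fell from 10.4 ± 2.84 to 0.0991 ± 0.0433 CPM (SD, n = 4 each; log2 fold change -6.63, standard error 0.443, edgeR adjusted p = 0.000198). At Day 3, Il1f6 was at least 7.90-fold higher in males (edgeR adjusted p = 0.00763), and Krt20 had a log2 fold change of 6.18 in females (standard error 1.06, edgeR adjusted p = 0.0465), under 0.05 in 2 of the 8 fits that each left out 1 mouse. The largest falls at Day 3 were in hemoglobin genes in both sexes. Hbb-bs was at -10.23 in males (standard error 0.997, edgeR adjusted p = 0.00235) and -5.72 in females. Counting could have split the reads of the copies Hba-a1 and Hba-a2 and of Hbb-bs and Hbb-bt. A list of erythroid genes had a mean log2 CPM of 5.13 at Day 0, -0.18 at Day 3 and 6.12 at Day 5 in males. In females it was 5.43, 1.22 and 3.05. Whether erythroid cells carried along with the kidney underlie these falls was not tested.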

Six of the modules (*m1–m6*) showed an upregulation of conserved DEGs compared to healthy animals at Day 0 and three modules (*m7–m9*) showed a downregulation of conserved DEGs compared to healthy animals at Day 0. 

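The genes of the 9 modules were taken from the tables of Supplementary dataset S2, which equal the deposited counts for 9 of 9 modules, and each mouse was given a score per module, the mean log2 CPM of its genes. Scores were compared with Day 0 over both sexes by a two-sided exact permutation test within sex (4900 arrangements, smallest possible p 0.000408). Modules m1 to m6 were higher than at Day 0 at Day 2, Day 3 and Day 5, each with an exact p of 0.000408. Their differences from Day 0 at Day 2 and Day 3 were 2.52 and 2.35 for m1 (32 genes), 1.85 and 1.59 for m2 (40 genes), 1.84 and 1.89 for m3 (14 genes), 2.12 and 2.25 for m4 (19 genes), 2.18 and 2.37 for m5 (22 genes) and 1.40 and 2.20 for m6 (30 genes). Modules m7 to m9 were also higher than at Day 0. The difference was 1.28 at Day 2 and 1.76 at Day 3 for m7 (28 genes), 1.54 and 1.55 for m8 (62 genes) and 1.48 and 1.67 for m9 (30 genes), each with an exact p of 0.000408, and at Day 5 it was 0.82 (exact p = 0.00490), 0.88 (exact p = 0.00408) and 0.96 (exact p = 0.00204). All 28, 62 and 30 genes of these modules had a higher mean at Day 2 and Day 3 than at Day 0. With 1 mouse left out, the differences of m7 to m9 stayed between 1.20 and 1.67 at Day 2 and between 1.40 and 1.87 at Day 3, and they were positive with raw counts too. At Day 5 raw counts gave exact p values of 0.484, 0.360 and 0.793 for m7, m8 and m9. In male mice, m7 went from 1.12 ± 0.361 at Day 0 to 2.46 ± 0.13 at Day 2 and 2.97 ± 0.28 at Day 3, m8 from 2.98 ± 0.58 to 4.47 ± 0.21 and 4.52 ± 0.13, and m9 from 2.11 ± 0.44 to 3.48 ± 0.09 and 3.71 ± 0.11 (SD, n = 4 each). In female mice, m7 went from 1.22 ± 0.49 to 2.45 ± 0.41 and 2.89 ± 0.36, m8 from 2.95 ± 0.63 to 4.56 ± 0.17 and 4.51 ± 0.19, and m9 from 1.77 ± 0.74 to 3.35 ± 0.17 and 3.50 ± 0.17. Since the modules were formed on these same libraries, the tests describe them and are not independent evidence. Of the 276 module genes, 34 were among the 158 common DEGs of Day 2 or Day 3, and 124 were among the 386 called with the DESeq2 Wald test.

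**Figure D3:**
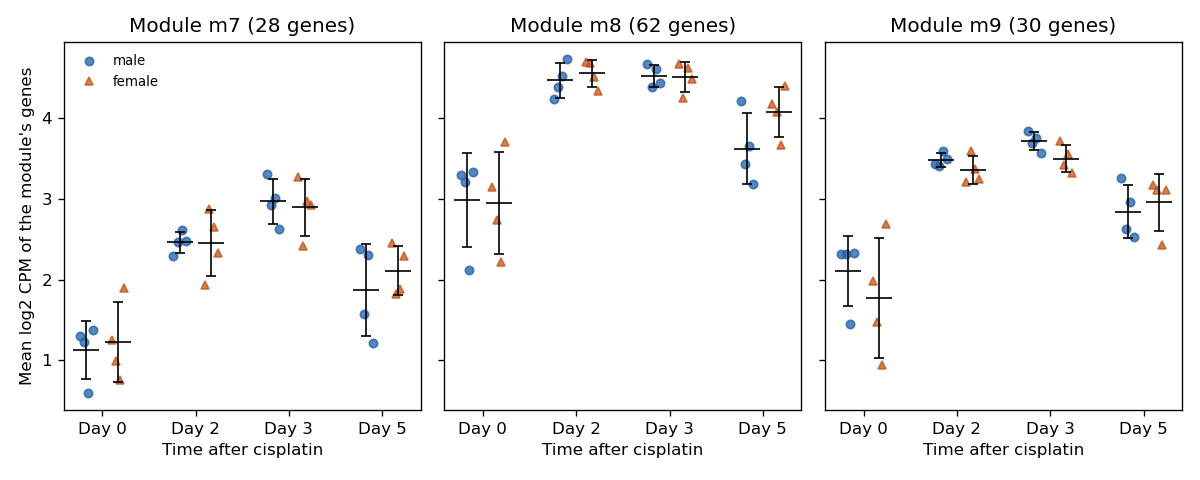
Mean log2 CPM of the genes of modules m7, m8 and m9 (vertical axes) by day (horizontal axes) in male and female mice, with points for mice, bars for group means and error bars for the SD (n = 4). The Day 2 and Day 3 means lie above the Day 0 means in both sexes, as for m8 in males, at 4.47 and 4.52 against 2.98.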

GO analysis of genes in each module (Supplementary dataset S2) identified biological pathways related to DNA damage repair (*response to γ radiation*, *G2 DNA damage checkpoint*) and cell death (*apoptotic process, downregulation of glucocorticoid signaling*) as upregulated at Day 2, and at Day 5, while cytokine signaling (*Neutrophil and monocyte chemotaxis, TNFα and IL-1 response,*) was upregulated at Day 3 and remain upregulated into Day 5 following cisplatin administration. On the other hand, pathways related to epithelial cell damage (*epithelial cell morphogenesis*) and renal function (*calcium ion hemostasis, transmembrane transport*) were downregulated at Day 2, while pathways related to aberrant angiogenic signals associated with fibrosis (*VEGF signaling, MAPK kinase signaling*) were upregulated at Day 3. 

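Module m1, the module of the DNA damage terms, holds Cdkn1a, Ccng1, Psrc1 and Ddias, the p53 targets and repair genes named in its table. Cdkn1a, on chromosome 17 of GRCm38 from 29090976 to 29100727, had log2 fold changes against Day 0 of 3.33 (standard error 0.792, adjusted p = 0.0535), 3.09 (0.348, 0.00352) and 3.19 (0.537, 0.00920) at Day 2, Day 3 and Day 5 in male mice and of 4.32 (0.491, 0.00400), 4.20 (0.76, 0.0465) and 3.85 (0.395, 0.00427) in female mice, with adjusted p values from edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. At female Day 3 its edgeR adjusted p was under 0.05 in 2 of the 8 fits that each left out 1 mouse. Ccng1, on chromosome 11 from 40748552 to 40755311, had log2 fold changes of 1.47, 1.78 and 0.96 in males and 2.51, 2.26 and 2.05 in females. A list of 48 p53 and DNA damage genes, of which 19 are in the module tables, was higher than at Day 0 on each day in both sexes. Its mean log2 fold change at Day 2, Day 3 and Day 5 was 1.11, 1.09 and 1.17 in males (two-sided, limma's camera, p = 9.13e-06, 6.22e-05 and 2.04e-05, as small in 8, 3 and 5 of the 35 splits of the mice by exact permutation). In females it was 1.71, 1.53 and 1.66 (limma's camera, p = 3.3e-09, 9.3e-08 and 6.5e-14, as small in 3, 6 and 1 of the 35 splits by exact permutation). At least 36 of 48 genes were higher each time. DEGs of the list numbered 6, 13 and 10 in males and 18, 16 and 12 in females, all upregulated, or 25, 25 and 25 and 30, 29 and 28 genes at an adjusted p under 0.05 when adjusted over the list alone. In males its mean moved by -0.01 from Day 2 to Day 3 (limma's camera, p = 0.858, as small in all 35 splits of the exact permutation, or 0.000275 without male Day 2 mouse 4). In females it moved by -0.18, with 15 of 48 genes higher (limma's camera, p = 0.0105, as small in 28 of the 35 splits by exact permutation, or 0.697 without female Day 2 mouse 3). A list of 42 genes of neutrophil and monocyte chemotaxis, 33 of which are also in the inflammatory response list, was tested in the same way. It had mean log2 fold changes of 0.83, 0.85 and 1.57 in males (limma's camera, p = 0.0147, 0.0615 and 0.00160, as small in 17, 17 and 10 of the 35 splits by exact permutation). In females they were 0.24, 0.63 and 0.75 (limma's camera, p = 0.920, 0.136 and 0.0137, as small in 31, 21 and 13 of the 35 splits by exact permutation). Without male Day 2 mouse 4 the first of these was 0.166, and without male Day 0 mouse 4 the male Day 3 value was 0.0370. Without female Day 3 mouse 2 the female Day 3 value was 0.0230, and without female Day 5 mouse 1 the female Day 5 value was 0.351. From Day 2 to Day 3 the chemotaxis list rose by 0.39 in females (26 of 33 genes, limma's camera, p = 4.79e-05, as small in 5 of the 35 splits by exact permutation). It moved by 0.02 in males (limma's camera, p = 0.343, as small in 28 of the 35 splits by exact permutation, or 0.0180 without male Day 2 mouse 3). DEGs of this list numbered 1, 2 and 7 in males, all up, and 2 (1 up and 1 down), 2 (both up) and 0 in females. When adjusted over the list alone, there were 4, 7 and 9 genes in males and 6, 9 and 3 in females. The preset correlation matters for these values. With a correlation estimated from the data, camera gave a p over 0.05 for every list at every day, 0.0696 for the p53 list in females at Day 5 being the lowest. Fry kept the p53 list under 0.05 against Day 0 on each day in both sexes (0.00353 to 0.0116) and the chemotaxis list in males at Day 5 (0.0142).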

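Modules m7 and m8 hold the genes behind these terms. Trpv5 and Trpv6, which encode epithelial calcium channels, lie side by side on chromosome 6 of GRCm38, from 41652173 to 41680769 and from 41620624 to 41636405. Trpv5 had log2 fold changes against Day 0 of 0.42, 0.99 and 0.70 in male and 0.80, 1.18 and 0.63 in female mice at Day 2, Day 3 and Day 5, with an adjusted p under 0.05 at female Day 3 (standard error 0.24, adjusted p = 0.0465, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.0515 to 0.433 elsewhere. With sample quality weights (limma voom) its value at male Day 2 was -0.13. Trpv6 had log2 fold changes of 1.70, 2.44 and 1.64 in males and 1.86, 1.94 and 1.33 in females, and was a DEG in males at Day 3 (standard error 0.337, edgeR adjusted p = 0.00569) and in females at Day 2 (standard error 0.412, edgeR adjusted p = 0.0498, under 0.05 in 3 of the 8 fits that each left out 1 mouse). A list of 56 tubular transport genes has 2 in the module tables. It had mean log2 fold changes of 0.21, 0.24 and -0.99 in males at Day 2, Day 3 and Day 5, against 0.23, 0.20 and 0.22 over all genes tested, with 34, 34 and 17 of 56 genes higher than at Day 0 (two-sided, limma's camera, p = 0.626, 0.607 and 0.000784, as small in 21, 20 and 10 of the 35 splits of the mice by exact permutation, the last p 0.0660 with fry). In females the means were 0.32, 0.18 and -0.03, against 0.14, 0.17 and 0.10 over all genes, with 35, 29 and 25 genes higher (limma's camera, p = 0.0843, 0.461 and 0.341, as small in 21, 26 and 27 of the 35 splits by exact permutation). At female Day 2 camera gave 0.0126, in the direction of a rise, without female Day 2 mouse 3, and at female Day 5 it gave 0.0152 without female Day 5 mouse 4. From Day 2 to Day 3 the transport list moved by 0.03 in males (limma's camera, p = 0.989, as small in 34 of the 35 splits by exact permutation). In females it moved by -0.14, with 14 of 56 genes higher (limma's camera, p = 0.0131, as small in 22 of the 35 splits by exact permutation, or 0.733 without female Day 2 mouse 1). DEGs of the list numbered 0, 2 (1 up and 1 down) and 8 (all down) in males and 1 (up), 1 (down) and 0 in females. When adjusted over the list alone, there were 1, 9 and 16 genes in males and 2, 11 and 0 in females. A list of 57 VEGF, MAPK and angiogenesis genes has 10 in the module tables. It was higher than at Day 0 in males by 0.67, 0.66 and 0.70 (limma's camera, p = 1.08e-06, 7.1e-06 and 1.94e-05, as small in 2, 3 and 3 of the 35 splits by exact permutation, 46, 45 and 48 of 57 genes). In females it was higher by 0.53, 0.56 and 0.47 (limma's camera, p = 0.00145, 0.00124 and 0.00173, as small in 10, 5 and 8 of the 35 splits by exact permutation, 42, 44 and 40 genes). From Day 2 to Day 3 it moved by -0.01 in males (limma's camera, p = 0.801, as small in 34 of the 35 splits by exact permutation). In females it moved by 0.03 (limma's camera, p = 0.611, as small in 28 of the 35 splits by exact permutation, or 0.0113 without female Day 2 mouse 1). DEGs of this list numbered 4, 7 and 8 in males and 1, 2 and 0 in females, or 16, 25 and 24 and 3, 13 and 3 genes when adjusted over the list alone.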

Taken together, the time-course analysis indicates that Day 3 following cisplatin administration to be the time point when the inflammatory milieu is most evident.

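Of the 7 cytokine and receptor genes that Fig. 3a compares with Lcn2, module m6 holds Bdkrb2, Ccl6, Lif, Il1rn and Il31ra, and module m5 holds Cxcl1, Ccl20 and Ccl6 again. Module m6 scored -0.47 ± 0.66 at Day 0 and 1.75 ± 0.48 at Day 3 in males and -0.28 ± 0.48 and 1.91 ± 0.66 in females (SD, n = 4 each). Its rise from Day 2 to Day 3 was 0.80 on the log2 scale (two-sided exact permutation test within sex, p = 0.00612), and its difference from Day 0 was 2.20 at Day 3 against 1.40 at Day 2 and 1.73 at Day 5. Of the other modules, m7 rose from Day 2 to Day 3 by 0.47 (exact p = 0.00857), m9 by 0.19 (exact p = 0.0192), m2 moved by -0.27 (exact p = 0.0237), and the other 5 had exact p values of 0.517 or higher. The inflammatory response list stood above Day 0 by 0.74, 0.82 and 1.25 in males at Day 2, Day 3 and Day 5 (two-sided, limma's camera, p = 0.00645, 0.00486 and 0.000273, as small in 15, 13 and 10 of the 35 splits of the mice by exact permutation, 55, 55 and 58 of 72 genes). In females it stood above by 0.43, 0.79 and 0.74 (limma's camera, p = 0.127, 0.00223 and 0.000268, as small in 12, 8 and 8 of the 35 splits by exact permutation, 54, 61 and 64 of 81 genes). Its mean was thus highest at Day 5 in males, where the library labelled male Day 5 mouse 1 is among the mice, and at Day 3 in females. Without male Day 2 mouse 4 the male Day 2 value was 0.0941, and fry gave 0.0616, 0.0447 and 0.0141 in males and 0.234, 0.0437 and 0.0691 in females. Between Day 2 and Day 3 the list rose by 0.35 in females (57 of 81 genes, limma's camera, p = 2.34e-06, as small in 9 of the 35 splits by exact permutation, fry 0.312). In males it rose by 0.07 (37 of 72 genes, limma's camera, p = 0.249, as small in 28 of the 35 splits by exact permutation, or 8.8e-06 without male Day 2 mouse 4). DEGs of the list numbered 1, 9 (7 up and 2 down) and 10 in males. In females they numbered 5 (3 up and 2 down), 8 (6 up and 2 down) and 1, and those without a direction given were up. When adjusted over the list alone, there were 7, 16 and 23 genes in males and 16, 19 and 8 in females. Lcn2 reached log2 fold changes of 1.94 (standard error 0.66, adjusted p = 0.100), 3.53 (0.735, 0.0155) and 4.19 (0.948, 0.0185) in males and 1.66 (0.447, 0.0638), 4.40 (0.808, 0.0465) and 3.96 (0.665, 0.0519) in females, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and its edgeR adjusted p at female Day 3 was under 0.05 in 2 of the 8 fits that each left out 1 mouse.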

### Source-dependent effects of MSCs on alleviating cisplatin-AKI

To define the critical inflammatory signals that can be used as putative biomarker to follow the progression of cisplatin-AKI, we performed a Pearson correlation between the chemokines identified in our “Inflammation” module and the established biomarker for early kidney injury, NGAL (*Lcn2*), at Day 3. 

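Log2 CPM of Lcn2 at Day 3 was correlated with that of each of the 7 cytokine and receptor genes of Fig. 3a over the 8 mice (4 male and 4 female), with two-sided exact permutation of pairings and Benjamini-Hochberg adjustment over the 7 genes. Pearson's r was positive for all 7. It was 0.915 for Bdkrb2 (exact p = 0.00198, adjusted 0.00668), 0.913 for Il31ra (exact p = 0.00352, adjusted 0.00668), 0.912 for Il1rn (exact p = 0.000397, adjusted 0.00278), 0.842 for Lif (exact p = 0.00382, adjusted 0.00668) and 0.825 for Cxcl1 (exact p = 0.00707, adjusted 0.00990), which ranked number 5. Lcn2 is itself in module m6, as are Bdkrb2, Il31ra, Il1rn and Lif, while Cxcl1 is in module m5. Since the modules were formed on these same libraries, the order of these genes against Cxcl1 is not independent evidence. Spearman's rho of Cxcl1 was 0.810 (exact p = 0.0218, adjusted 0.0305). Without the 2 mice farthest from the median of Lcn2, male Day 3 mouse 4 and female Day 3 mouse 1, its r was 0.786 (exact p = 0.0486), and with values centred on the sex mean it was 0.908 (exact p = 0.00174, adjusted 0.00395), which ranked number 4. With 1 mouse left out, r of Cxcl1 lay between 0.787 and 0.881 and its rank was 5 or 6. The setting decided the rank: Cxcl1 was the highest of the 7 with raw counts (0.924) and with FPKM without a log (0.851), while with log2(FPKM + 1) Il1rn was the highest (0.932) and Cxcl1 stood at 0.862. The paper's text does not state the unit or scale. Of the 18218 genes that passed the filter, 814 had a higher r with Lcn2 at Day 3 than Cxcl1.

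**Figure D4:**
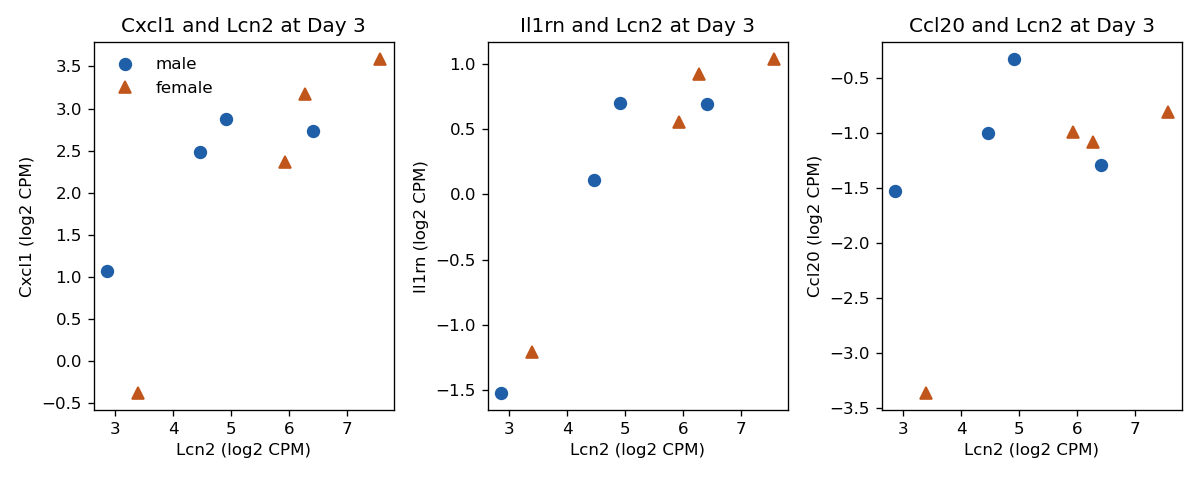
Log2 CPM of Cxcl1, Il1rn and Ccl20 (vertical axes) against log2 CPM of Lcn2 (horizontal axes) at Day 3, with 1 point for each of the 8 mice, males as circles and females as triangles. The points of Il1rn (r = 0.912) and Cxcl1 (r = 0.825) rise with Lcn2, and those of Ccl20 (r = 0.530) scatter more.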

Interestingly, although all identified chemokines showed a positive correlation, the neutrophil chemoattractant *Cxcl1*, showed the highest correlation with NGAL (Fig. 3a). Furthermore, time-course based correlation of these chemokines with NGAL, indicated lowest variance for *Cxcl1* alone (Fig. 3b), which is in agreement with our GO biological pathways, indicating a critical role of neutrophils in cisplatin-AKI. 

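Over the 8 mice of each day, r of Cxcl1 with Lcn2 was 0.0699 at Day 0 (exact permutation p = 0.854), 0.708 at Day 2 (exact p = 0.0522), 0.825 at Day 3 and 0.815 at Day 5 (exact p = 0.0158). The SD of r over the 4 days was 0.360 for Cxcl1 (jackknife standard error 0.191), which ranked number 5 from the lowest of the 7 genes. It was 0.161 for Ccl6, 0.218 for Il1rn, 0.290 for Bdkrb2, 0.315 for Ccl20, 0.379 for Lif and 0.517 for Il31ra. The jackknife standard errors went from 0.115 for Ccl6 to 0.243 for Ccl20, so the order of the 5 genes of lowest SD lies within this error. With 1 mouse left out, the SD of Cxcl1 lay between 0.224 (without female Day 0 mouse 4) and 0.460 (without female Day 0 mouse 2). Cxcl1 had the lowest SD of the 7 in none of the settings chosen before the data were examined; with raw counts it was 0.312, where Il1rn was lowest at 0.0372. At Day 0 the counts of Cxcl1 lay between 0 and 41, so r at Day 0 rests on few reads. The same holds for Ccl20 (0 to 1), Il31ra (0 to 13), Lif (0 to 15), Il1rn (0 to 22) and Bdkrb2 (0 to 50). Ccl6 had 77 to 209 counts at Day 0. Each day was also left out in turn, which was chosen after the values were seen. Without Day 0, Cxcl1 had the lowest SD of the 7, 0.0652 (jackknife standard error 0.0880), followed by Lif at 0.0938, and it was lowest in 21 of 24 fits with 1 mouse left out as well. Its place from the lowest was number 6 without Day 2, number 6 without Day 3 and number 5 without Day 5.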

Pro-inflammatory chemokines *Ccl20* and *Ccl6* with roles in monocyte chemotaxis were also found to share a strong positive correlation with NGAL, while anti-inflammatory cytokines *Il1rn, Il13ra* and *Lif* were found to have a weak correlation with NGAL during cisplatin-AKI progression. Thus, *Cxcl1* was identified as a putative inflammatory biomarker which could be used to investigate the efficacy of MSC therapies.

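At Day 3, r of Ccl20 with Lcn2 was 0.530 (two-sided exact permutation p = 0.174) and rho 0.476 (exact p = 0.243), the lowest of the 7 genes. With values centred on the sex mean r was 0.732 (exact p = 0.0362), without the 2 mice farthest from the median of Lcn2 it was 0.601 (exact p = 0.190), and without female Day 3 mouse 2 it was 0.305. Ccl20 was counted with between 1 and 20 reads in the female Day 3 mice. For Ccl6, r was 0.715 (exact p = 0.0425, adjusted over the 7 genes 0.0496) and rho 0.714 (exact p = 0.0576), with 0.970 (exact p = 0.00278) without the 2 mice farthest from the median, 0.786 within sex (exact p = 0.0205) and 0.369 (exact p = 0.398) with FPKM without a log. Its exact p exceeded 0.05 in 7 of the 8 fits that each left out 1 mouse, with an r from 0.637 to 0.901. For Il1rn, rho was 0.881 (exact p = 0.00724), r without the 2 mice was 0.876 (exact p = 0.0139) and r within sex was 0.926. For Il31ra, the receptor gene in Fig. 3 and the tables of Supplementary dataset S2 where the text reads Il13ra, rho was also 0.881 and r without the 2 mice was 0.878 (exact p = 0.0556). For Lif, rho was 0.929 (exact p = 0.00223) and r without the 2 mice was 0.848 (exact p = 0.0167). At Day 5, r was 0.907 for Ccl6 (exact p = 0.000496), 0.729 for Lif (exact p = 0.0427), 0.517 for Il1rn (exact p = 0.186), 0.258 for Il31ra (exact p = 0.519) and -0.0282 for Ccl20 (exact p = 0.943). At Day 0 the lowest exact p of these 5 genes was 0.184, for Ccl6.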

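Cxcl1 (ENSMUSG00000029380) encodes a chemokine that attracts neutrophils and lies on the forward strand of chromosome 5 of GRCm38 from 90891241 to 90893115. Its counts were 4.25 ± 3.10 at Day 0, 95.3 ± 45.9 at Day 2, 136 ± 59.7 at Day 3 and 18.8 ± 6.24 at Day 5 in male mice, and 17.3 ± 18.1, 212 ± 203, 263 ± 188 and 84.3 ± 74.2 in female mice (SD, n = 4 each). The log2 fold change against Day 0 in male mice was 3.91 at Day 2 (standard error 0.76, adjusted p = 0.0402, under 0.05 in 2 of the 8 fits that each left out 1 mouse) and 4.60 at Day 3 (standard error 0.736, adjusted p = 0.00819, in 8 of 8 fits), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In female mice it was 3.50 at Day 2 (standard error 1.02, edgeR adjusted p = 0.0795), 3.72 at Day 3 (standard error 1.03, edgeR adjusted p = 0.0581) and 2.96 at Day 5 (standard error 0.97, edgeR adjusted p = 0.214). The interaction of sex and day at Day 3 was 0.85 (edgeR adjusted p = 0.973). In the deposited FPKM, scaled by an effective library size, Cxcl1 went from 0.117 ± 0.0822 at Day 0 to 1.72 ± 0.884 at Day 2, 2.78 ± 1.21 at Day 3 and 1.28 ± 0.680 at Day 5 in males and from 0.252 ± 0.256 to 2.97 ± 2.77, 3.50 ± 2.56 and 2.07 ± 1.34 in females (SD, n = 4 each). Lcn2 (ENSMUSG00000026822) lies on the reverse strand of chromosome 2 from 32384633 to 32388252. In males its mean counts were 63.8 at Day 0, 897 ± 804 at Day 3 and 369 ± 455 at Day 5. In females they were 127, 3378 ± 3044 and 1560 ± 1487 (SD, n = 4 each). Its FPKM in males was 13.4 ± 12.7 at Day 3 and 21.6 ± 30.6 at Day 5. In females it was 31.7 ± 28.6 and 23.3 ± 16.8. Tnf was counted with at most 16 reads in any library, so any change in it would rest on few reads.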

**Fig. 3:**
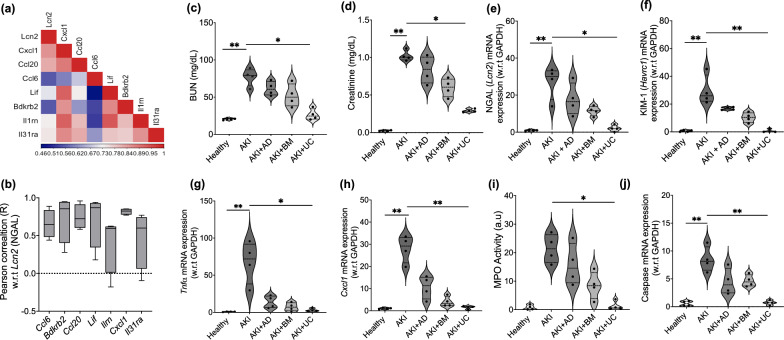
The effect of different sources of MSCs on renal function and inflammation following cisplatin-AKI. **a** Heatmap showing correlation of cytokines in the “Inflammation” module with the early kidney injury biomarker NGAL (*Lcn2*) at Day 3 which was the fixed timepoint of evaluation (**b**) Variation in Pearson correlation coefficient (R) for inflammatory cytokines w.r.t NGAL (*Lcn2*) over a period of 5 days. Changes in serum (**c**) BUN and (**d**) creatinine following cisplatin-AKI w/ and w/o treatment with different MSCs. Changes in mRNA expression level for early tubular injury biomarker (**e**) NGAL and (**f**) KIM-1 (*Havrc1*) following cisplatin-AKI w/ and w/o treatment with different MSCs. Changes in mRNA expression level of pro-inflammatory cytokines (**g**) *Tnfα* and (**h**) *Cxcl1* following cisplatin AKI w/ and w/o treatment with different MSCs. **i** Changes in Myleoperoxidase (MPO) enzyme activity following cisplatin AKI w/ and w/o treatment with different MSCs. **j** Changes in mRNA expression level of caspase in kidney tissue following cisplatin AKI w/ and w/o treatment with different MSCs. Statistical analysis: **c–j** Results are expressed as min to max data distribution with IQR range and median (n = 4 biological replicates). Statistical significance was determined using a non-parametric Kruskal–Wallis test, followed by 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli for evaluating pairwise comparisons between the groups. *P ≤ 0.05; **P ≤ 0.01

#### Effect of different sources of MSCs in reducing inflammation and improving renal function in cisplatin-AKI

Treatment with a single dose of different sources of MSCs at Day 3 improved renal function compared to untreated animals (Fig. 3c, d). The effect was source-dependent and UC-MSCs consistently reduced serum BUN and creatinine by 65–70% (Table S1), while AD-MSCs did not show any statistical significance. A similar source-dependent reduction was also observed with the kidney injury biomarker NGAL (*Lcn2*) and KIM-1 (*Havcr1*) (Fig. 3e, f). However, only UC-MSCs were found to be statistically significant in consistently reducing expression of these early kidney injury biomarkers by > 90% (Table S1). Furthermore, only UC-MSCs showed a statistically significant reduction in *Tnfα* levels from the untreated group by ≈ 96% (Fig. 3g) (Table S1). Expression levels for *Cxcl1* (Fig. 3h) also showed significant reduction from untreated levels by ≈ 96% when treated with UC-MSCs only (Table S1). A similar trend was also observed following estimation of the Myeloperoxidase Enzyme Activity (MPO) for activated neutrophils (Fig. 3i) as well as Caspase activation associated with cellular apoptosis (Fig. 3j).

#### Effect of different sources of MSC in alleviating renal tubular damage in cisplatin-AKI

Renal tubular epithelial cells are one of the major sites for drug-related toxicity with the damage reflected as cast formation (cellular debris). Histopathological analysis indicated a reduction in renal tubular cast formation following treatment with MSCs (Fig. 4a), in a source-dependent manner, with UC-MSCs (75%) > BM-MSCs (52%) > AD-MSCs (23%) (Fig. 4b, Table S1). Furthermore, an in vitro cellular injury model involving cisplatin injury to human renal proximal tubular epithelial cells (HK-2 cells) indicated more than 600 × increase in cell apoptosis (Fig. 4c) and 3 × increase in cell ROS (Fig. 4d) following cisplatin-induced toxicity. While MSC therapies were able to reduce cellular apoptosis and ROS production to varying degrees in a source-dependent manner, UC-MSCs alone showed significant reduction in cell apoptosis in vitro compared to untreated conditions (Fig. 4c), while ROS production was reduced by both BM-MSCs and UC-MSCs compared to untreated conditions (Fig. 4d).

**Fig. 4:**
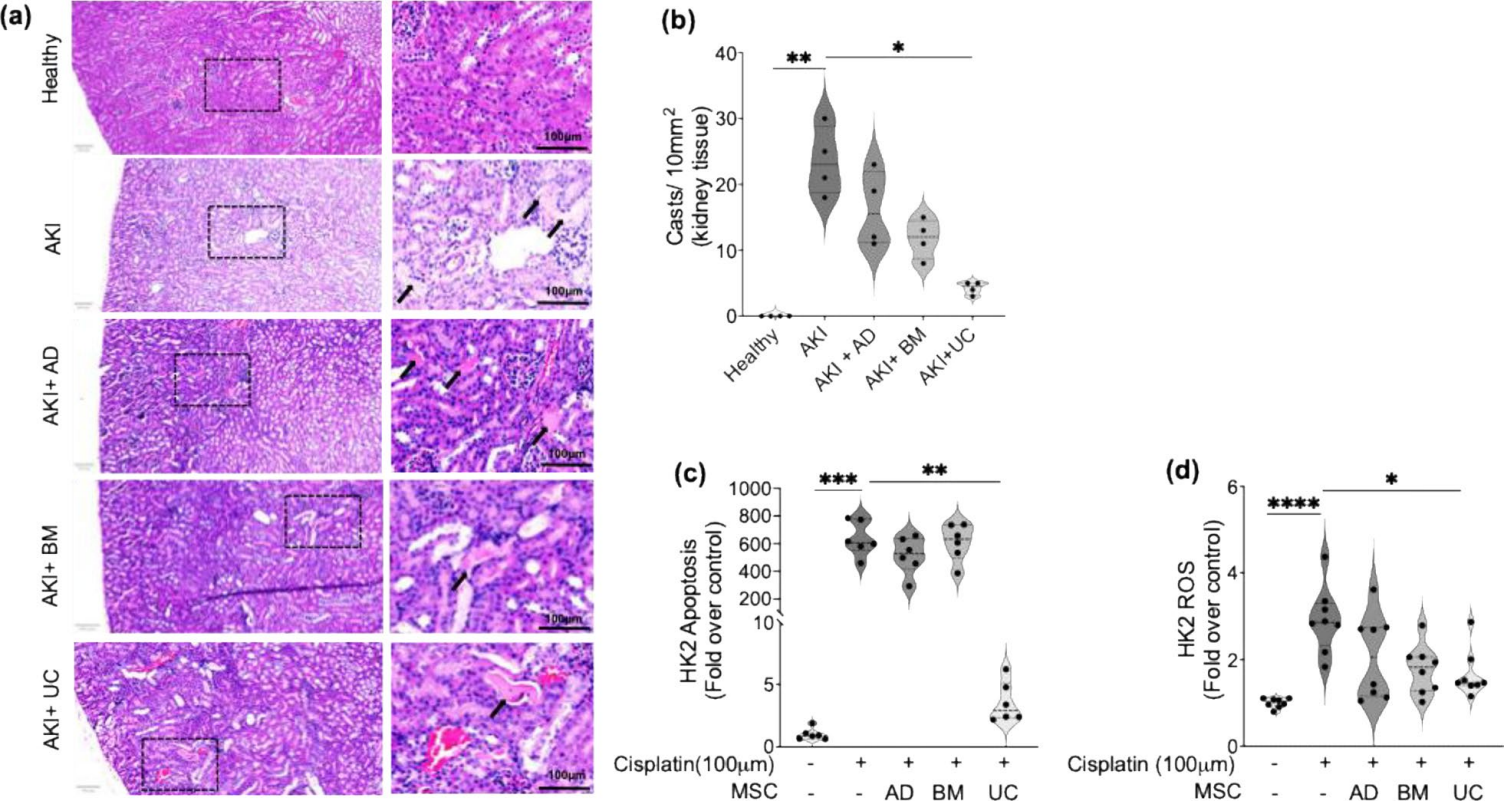
The effect of different sources of MSCs on renal tubular damage following cisplatin-AKI. **a** Representative H&E stained images of tubular cast formation following cisplatin-AKI and treatment with different sources of MSCs. **b** Quantification of tubular cast formation under the above-mentioned conditions. Changes in (**c**) apoptosis and (**d**) cellular ROS in HK-2 renal epithelial cells following cisplatin treatment w/ and w/o MSC therapy in our in vitro cellular model of AKI. Statistical analysis: **b** Results are expressed as min to max data distribution with IQR range and median (n = 4 biological replicates). Statistical significance was determined using a non-parametric Kruskal–Wallis test, followed by 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli for evaluating pairwise comparisons between the groups. **c, d** Results are expressed as min to max data distribution with IQR range and median (atleast n = 6 biological replicates). Statistical significance was determined using a non-parametric Kruskal–Wallis test, followed by 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli for evaluating pairwise comparisons between the groups. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001 and ****P ≤ 0.0001

## Discussion

In the present study, we explored the dose-dependent responses to cisplatin in two different mouse strains, CD1 and C57BL/6 mice, and assessed gender and time-dependent heterogeneity in the molecular responses to cisplatin-AKI. Using this established preclinical model, we then investigated the ability of MSCs from different sources to rescue cisplatin-AKI.

To first optimize a relevant disease model, we used a single sub-lethal dose of cisplatin between 15 and 20 mg/kg, which is equivalent to a human cisplatin dosing regimen of 50–75 mg/m^2^, that has been clinically associated with a 50–75% incidence rate of mild-to-moderate AKI [21]. This allows us to closely mirror the human response to cisplatin nephrotoxicity, facilitating the development of a relevant and effective preclinical model for cisplatin-AKI. Next, we undertook comparisons between CD1 and C57BL/6 mice strains to better understand the effects of cisplatin induced nephrotoxicity in appropriate preclinical models. Despite previous work from our laboratory exploring the nephrotoxic effect of cisplatin on CD1 mice [24–26], which is also the preferred model for toxicology investigations [27, 28], we have consistently observed large variations in responses from this strain given inherent genetic and immunological diversity found in this strain [21, 29]. In contrast, C57BL/6 mice have been shown to have a more consistent immunological response [30], are sensitive to AKI from other causes [31] and are more genetically tractable thereby allowing for in depth pathway validation to be undertaken with this strain. Although other mouse strains have been studied in cisplatin-AKI, these were not evaluated in the present study given their limited applicability to AKI from other causes. These include the BALB/c and FVB/NJ mice strains, which are resistant to development of diabetic kidney disease [32] and its related complications, and 129/Sv mice strain, which is resistant to renal ischemia–reperfusion injury [33].

Currently, most preclinical studies exploring the effect of MSCs in cisplatin-AKI usually follow a single intravenous infusion of MSCs at 24 h following cisplatin injection [34, 35]. In contrast, based on our time-course analysis, we chose to treat animals with MSCs at Day 3 (i.e., 72 h) following cisplatin injection, given the traditional diagnostic biomarker for AKI, serum creatinine, was found to reach is maximal level at this time point. This time window enables the evaluation of rescue therapies to treat the maximal effect of cisplatin-AKI, while also helping to match the appropriate regenerative signature of source-specific MSCs to the pathophysiology driving the disease phenotype. Although 60–76% of cisplatin is eliminated by Day 2, a significant amount of the drug can be detected up to 21 days following a single dose [21]. In addition, cisplatin elimination has been shown to follow a biphasic curve [36], causing its concentration in the kidney to periodically peak. This can result in potential repeated damage to the kidney that, in turn, could then cause upregulation of DNA damage pathways that we observed at Day 2 and Day 5. Recent spatio-temporal transcriptomic analyses of kidney tissue following cisplatin induced nephrotoxicity has also identified differential DNA damage and regeneration patterns in different parts of the kidney at different time points [37]; however, in our study, we undertook bulk transcriptomic studies of the whole kidney tissue and thus could not accurately assess the temporal damage pattern to the different cell types, and hence this needs to be further evaluated in future studies.

The current clinical practice guidelines for AKI are based on recommendations provided by the Kidney Disease Improving Global Outcomes (KDIGO) [38], where severity of disease classification and AKI staging is based on the serum creatinine levels and estimated glomerular filtration rate (eGFR). Although of high clinical relevance, these indices lack sensitivity and specificity, thereby making early detection of AKI a challenge [39]. Among molecular biomarkers, which can used to predict and monitor subclinical stages of AKI, the early tubular injury biomarker—NGAL has gained prominence [40]. Nonetheless, work is still ongoing to develop novel and sensitive biomarkers for early AKI. Clinical and experimental studies have shown that AKI can generate a strong inflammatory response, however, there is less consensus in using inflammatory cytokines (TNFα, IL6 and IL18) as biomarkers for identifying AKI since such signals are also known to be involved in conditions of systemic stress. Notably, our time-course analysis suggests that when using a sub-lethal dose of cisplatin, which does not carry risk of systemic toxicity, CXCL1 may be a strong potential candidate biomarker to predict and monitor different stages of cisplatin-AKI, including the subclinical phase.

Overall, our data suggests that inflammation induced by cisplatin-AKI can be mitigated by all three sources of MSCs. However, among the different sources, only UC-MSCs were able to consistently decrease the expression of all pro-inflammatory cytokines, reduce tissue apoptosis and rescue kidney function by more than 90%. Previous work from our group on the differential regenerative potential of source-specific MSCs have shown that the secretome from UC-MSCs is enriched in the expression of anti-inflammatory molecules (i.e., IL4, IL13, IL12, IL35), compared to adult sources of MSCs (AD-MSCs and BM-MSCs) [17, 41]; these molecules can also effectively rescue cells from apoptosis and promote immune cell polarization to an anti-inflammatory phenotype. Incidentally, out of four clinicals trials listed on ClinicalTrials.gov. which use MSCs in AKI, including completed and unknown status, three of them (NCT00733876, NCT03015623 and NCT04445220) use BM-MSCs, while only one trial (NCT04194671) uses UC-MSCs, which likely contributes to the discrepancy noted in MSC efficacy observed in clinical trials. Taken together, our results underscore the importance of cell source selection as an important variable when considering how to translate MSCs into patients.

Overall, our study addresses the discrepancies in preclinical experimental models of cisplatin-AKI and identifies a source specific MSC therapy for potentially reversing cisplatin-AKI. Although promising, further validation is required with larger sample size to reduce the possibility of Type II error between various experimental groups [42]. In the current study, we have only focused on pro-inflammatory cytokines that were identified as significantly upregulated based on the temporal modules identified following transcriptomic profiling, which indicated the role of CXCL1 as a putative and novel biomarker for AKI. However, given the difference in timeline and dynamics of mRNA and protein regulation at the cellular level [43], a broader protein biomarker screen should be conducted to prevent a potential positive bias in biomarker identification. In addition to validating these findings, future studies should explore the differential effectiveness of MSCs from different sources in other models of kidney injury (i.e., ischemia–reperfusion) in order to prevent any model selection bias for the development of MSCs as a cell therapy for AKI. Although, our study aims to negate the effect of sampling bias by including both male and female sex in our study, future studies can also focus on exploring the effect of cisplatin-AKI and MSC therapy in animals of different ages, in order to prevent potential negative sampling bias. Future studies will also aim to evaluate potential cell-free options, in the form of extracellular vesicles derived from MSCs, that can overcome immunogenicity issues associated with cell therapies. Furthermore, although intravenous delivery is the most common technique used to administer MSCs into patients, this method results in a majority of cells getting trapped in the lung, requiring higher doses to ensure enough cells can then reach target organs. Future work will thus explore whether the regenerative potential of MSCs can be enhanced using precision delivery approaches (i.e., via locoregional intraarterial administration of MSCs directly into the kidney).

## Conclusion

In conclusion, our study highlights the importance for the development of an optimized preclinical model for understanding the pathophysiology of cisplatin-AKI. Our data shows the critical role which the chemokine CXCL1 plays in cisplatin-induced kidney inflammation, while also providing an opportunity for the evaluation of therapeutic interventions based on this, and other inflammatory biomarkers, in AKI. Notably, our comparative analysis of different sources of MSCs revealed distinct anti-inflammatory properties, with UC-MSCs exhibiting superior efficacy in mitigating cisplatin-AKI compared to BM-MSCs and AD-MSCs. Although preliminary, our findings are of interest as there are currently no approved therapies available to treat AKI of any etiology; the ability to mitigate AKI severity is relevant given that prolonged AKI can lead to future chronic kidney dysfunction.

### Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary material files. The transcriptomics data has been deposited in GEO data set identifier GSE263678.

## Abbreviations

AKI: Acute kidney injury
MSC: Mesenchymal stem cells
DEG: Differentially expressed genes
GO: Gene ontology
NGAL: Neutrophil gelatinase associated lipocalin
KIM1: Kidney injury molecule-1
CCL20: Chemokine C–C motif ligand 20
CXCL1: Chemokine (C–X–C) ligand 1
OCT2: Organic cation transporter 2
ROS: Reactive oxygen species

# Supplementary material for: Time-course analysis of cisplatin induced AKI in preclinical models: implications for testing different sources of MSCs
**Source:** J Transl Med. 2024 Aug 27;22:789. doi: 10.1186/s12967-024-05439-6
**Supplement:** Supplementary file 1 — Supplementary Material 1.

## Slide 1
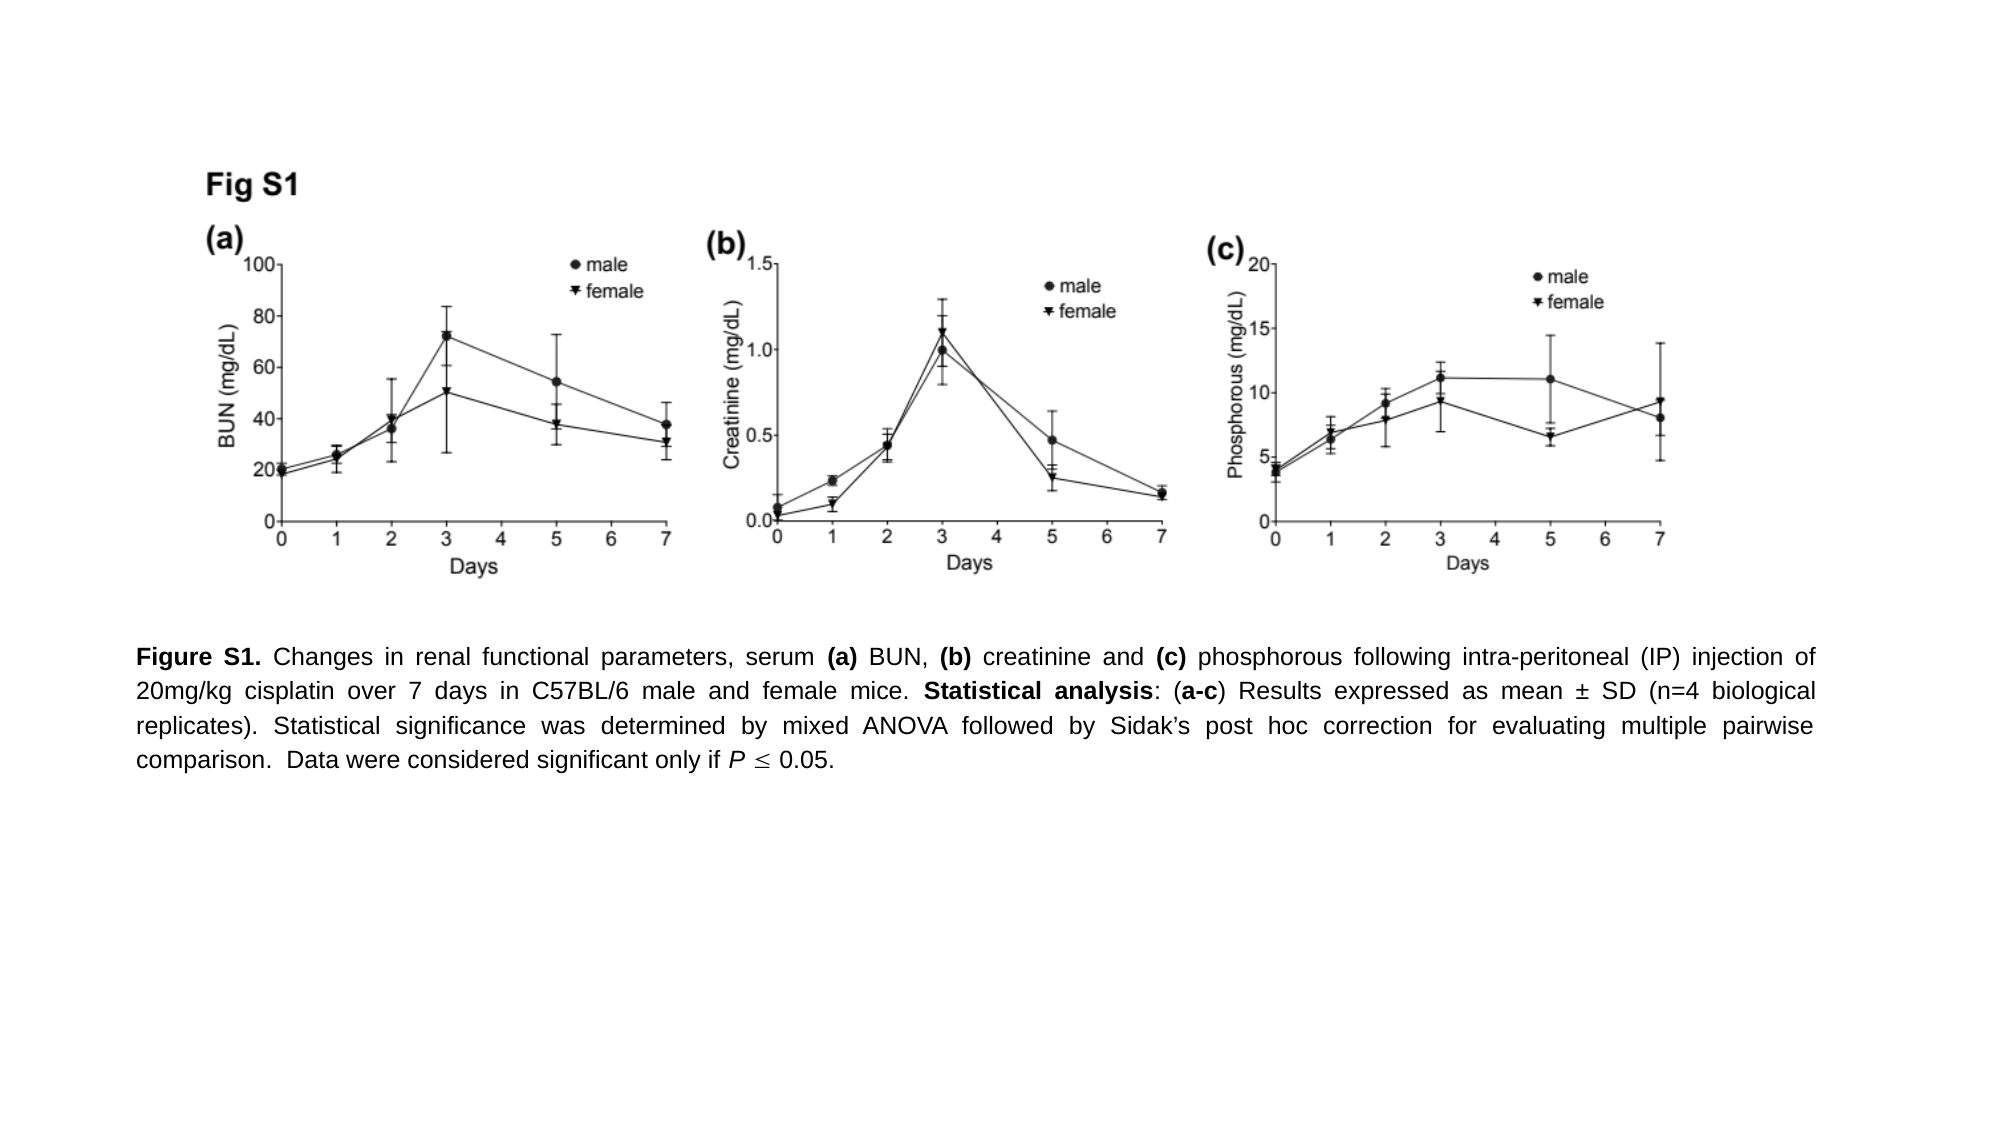

Figure S1. Changes in renal functional parameters, serum (a) BUN, (b) creatinine and (c) phosphorous following intra-peritoneal (IP) injection of 20mg/kg cisplatin over 7 days in C57BL/6 male and female mice. Statistical analysis: (a-c) Results expressed as mean ± SD (n=4 biological replicates). Statistical significance was determined by mixed ANOVA followed by Sidak’s post hoc correction for evaluating multiple pairwise comparison. Data were considered significant only if P  0.05.

## Slide 2
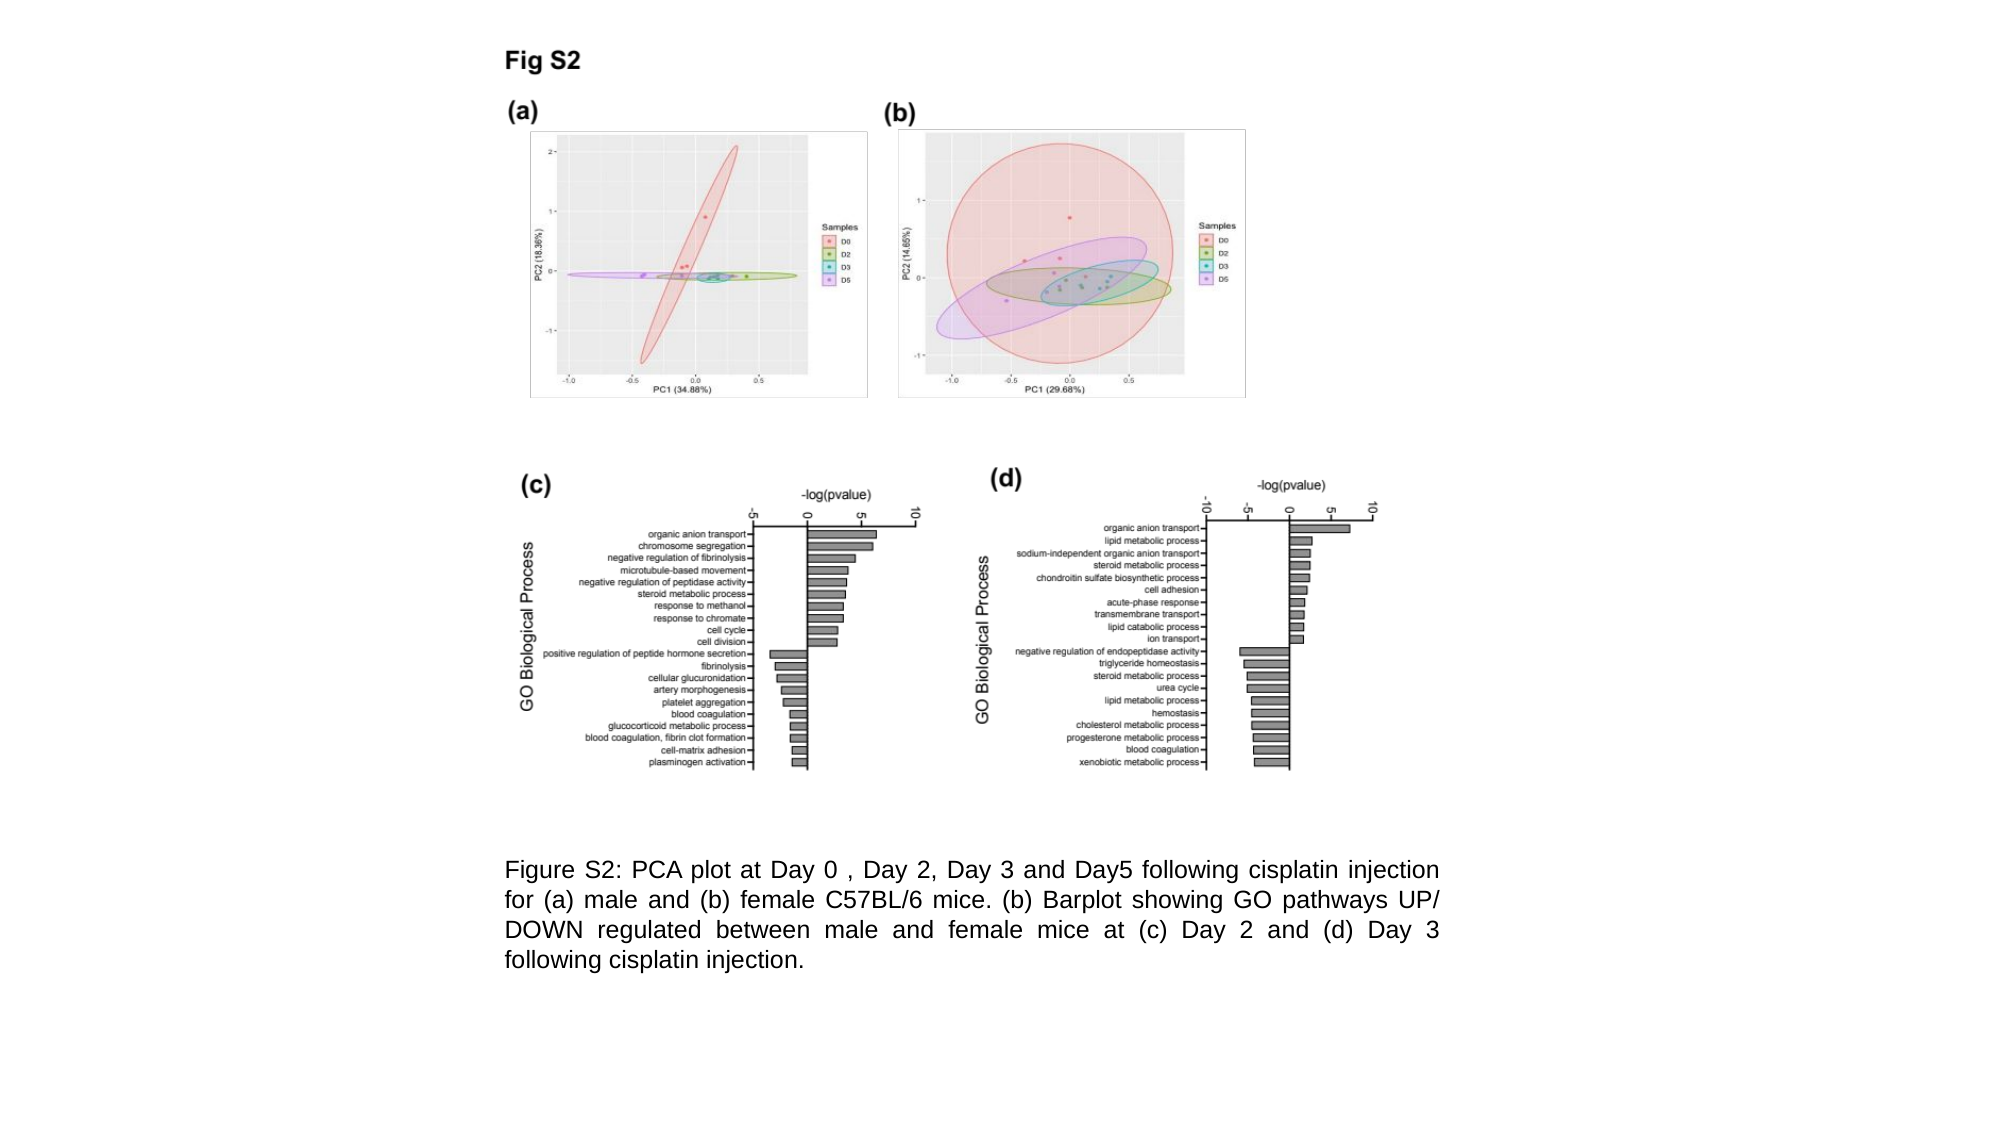

Figure S2: PCA plot at Day 0 , Day 2, Day 3 and Day5 following cisplatin injection for (a) male and (b) female C57BL/6 mice. (b) Barplot showing GO pathways UP/ DOWN regulated between male and female mice at (c) Day 2 and (d) Day 3 following cisplatin injection.

## Slide 3
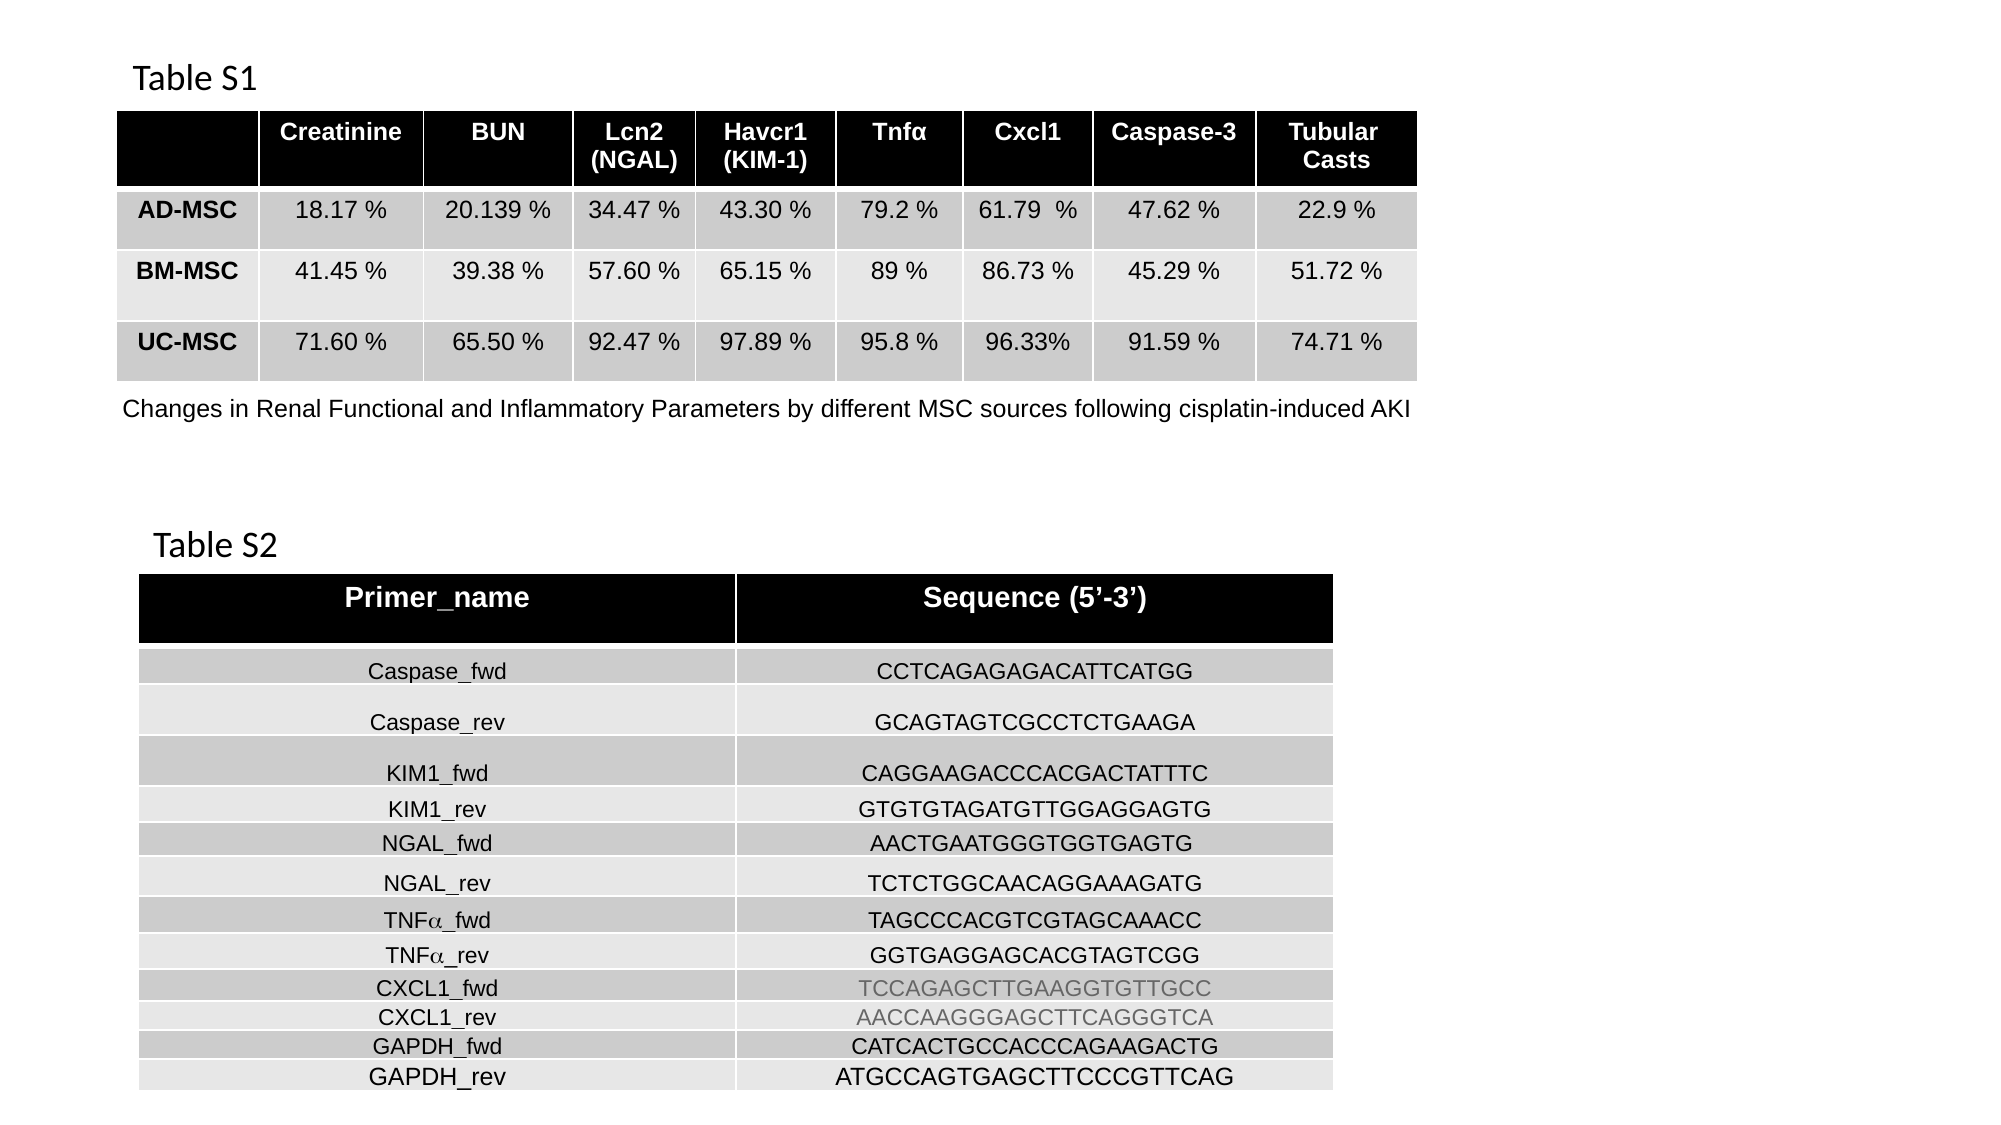

Table S1
| | Creatinine | BUN | Lcn2 (NGAL) | Havcr1 (KIM-1) | Tnfα | Cxcl1 | Caspase-3 | Tubular Casts |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| AD-MSC | 18.17 % | 20.139 % | 34.47 % | 43.30 % | 79.2 % | 61.79 % | 47.62 % | 22.9 % |
| BM-MSC | 41.45 % | 39.38 % | 57.60 % | 65.15 % | 89 % | 86.73 % | 45.29 % | 51.72 % |
| UC-MSC | 71.60 % | 65.50 % | 92.47 % | 97.89 % | 95.8 % | 96.33% | 91.59 % | 74.71 % |
Changes in Renal Functional and Inflammatory Parameters by different MSC sources following cisplatin-induced AKI
Table S2
| Primer\_name | Sequence (5’-3’) |
| --- | --- |
| Caspase\_fwd | CCTCAGAGAGACATTCATGG |
| Caspase\_rev | GCAGTAGTCGCCTCTGAAGA |
| KIM1\_fwd | CAGGAAGACCCACGACTATTTC |
| KIM1\_rev | GTGTGTAGATGTTGGAGGAGTG |
| NGAL\_fwd | AACTGAATGGGTGGTGAGTG |
| NGAL\_rev | TCTCTGGCAACAGGAAAGATG |
| TNF\_fwd | TAGCCCACGTCGTAGCAAACC |
| TNF\_rev | GGTGAGGAGCACGTAGTCGG |
| CXCL1\_fwd | TCCAGAGCTTGAAGGTGTTGCC |
| CXCL1\_rev | AACCAAGGGAGCTTCAGGGTCA |
| GAPDH\_fwd | CATCACTGCCACCCAGAAGACTG |
| GAPDH\_rev | ATGCCAGTGAGCTTCCCGTTCAG |

How the deposited data were processed for this re-analysis (not part of the article)

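Kidney RNA from 32 C57BL/6 mice was sequenced by the authors, in 8 groups of 4 mice: males and females at Day 0 (dose 0) and at Day 2, Day 3 and Day 5 after 20 mg/kg cisplatin. The authors deposited raw read counts per gene for 54532 genes, made from paired-end reads aligned to GRCm38, and a table of FPKM values for the same libraries. The deposited FPKM divide each count by the gene's length in kb and by an effective library size, which differs from the count total by a factor per library. The aligner, the counting tool, their versions, the annotation release and the strandedness are not named in the paper's text. Each library was 1 mouse, and samples were grouped by sex and day as the sample labels and the paper give them. The Day 0 females carry a cisplatin treatment in the labels and the Day 0 males none; the paper calls Day 0 mice healthy, and this was followed. No pair of libraries held the same counts.

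The counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, robust dispersions and the quasi-likelihood test), in 12 contrasts, each fitted on the groups it compares. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1.5. Standard errors are those of the log2 fold change. Log2 CPM used TMM factors over the 32 libraries and a prior count of 2, for the 18218 genes that passed the filter. A group with at most 3 counts in each library was taken as at the floor, and a fold against it is given as a limit. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry. Scores, mean FPKM, distances and correlations were tested by exact permutation. The smallest exact p of 4 mice against 4 is 0.0286, and that of the 4900 arrangements within both sexes is 0.000408. Tables were read with data.table 1.17.8.

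Gene lists were written before the data were examined, as were the tests, the alternatives and the rule for the genes named. The lists cover steroid metabolism, inflammatory response, p53 and DNA damage, neutrophil and monocyte chemotaxis, tubular transport, VEGF, MAPK and angiogenesis, and cell types or tissues that could be carried along: hepatocyte, adrenal cortex, adrenal medulla, adipocyte, erythroid cells, exocrine pancreas and genes resembling ribosomal RNA. Lists of nuclear genes of oxidative phosphorylation, clock genes, glycolysis genes and genes of the proximal tubule, the thick limb and the collecting duct were added after the counts had been read. The genes named are every gene the paper names in its text, Fig. 3 or Table S1 apart from 1, the genes that check the sex of a library, in each contrast of the paper the 3 protein-coding DEGs with the largest rise and the 3 with the largest fall among those whose groups do not overlap, the p53 and repair genes Cdkn1a, Ccng1, Psrc1 and Ddias, and the calcium channel genes Trpv5 and Trpv6. The genes of the modules were read from the paper's supplementary tables. Primers were matched to 141767 transcripts of the GENCODE annotation of GRCm38.

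The alternatives were DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts, a filter of at least 10 counts in every library compared, 1 fit over all 8 groups, the mouse number as a replicate block, an absolute log2 fold change over 1, limma voom with sample quality weights, camera with an estimated correlation, fry, other units and gene sets for scores, distances and means, and each mouse left out in turn. Leaving out mitochondrial genes, and each day in turn for the SD of r, was added after the values were seen. On simulated counts with 200 changed genes, drawn from the means and library sizes of real libraries, the edgeR test called 183 of 200 changed genes (91.5%) and 6 unchanged genes among 15708 tested, and the DESeq2 Wald test called 189 and 24 among 16039. The changed genes were well expressed and changed by more than the threshold, so weaker changes were not tried. Neither camera nor fry gave a p under 0.05 for any of 40 simulated unchanged sets (0 of 40 each). With a smaller spread between mice, fry gave 4 of 40. Genes were drawn independently of each other, so these sets cannot show how camera or fry behave where the genes of a list move together. The total counts per library lie between 16502107 and 35961325. A gene at 3 counts or fewer in a library is near the limit of what these totals detect. The Day 3 sheets of the supplementary DEG table hold 788 and 622 genes, 2 fewer each than the Venn diagram of Fig. 2c adds up to, and no set or overlap test was run on them. No genome sequence was used here. A gene the paper names and an added list of other clock genes, both analysed at first, were left out afterwards and are not reported here.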

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

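The splits of the mice for DEGs and for the sex difference in response were chosen only after the result was seen, here too. The splits for common DEGs and gene lists were chosen before. Tests of explanations below were chosen only after the result was seen where they concern Xist and the Y-linked genes, mean FPKM or library depth. The same holds for those on the hepatocyte and adrenal lists and on modules m1 and m7 to m9. The tests on nuclear oxidative phosphorylation genes, with their list, and on gene length were chosen after the mitochondrial share was seen and before the values they measure. Of 160 groups of 4 mice tested for a mouse far from the other 3, 17 held one, where chance gives 8.

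Some of these concern Day 5. The mean FPKM of female Day 5 mouse 2 was 47.5, against 7.35 to 11.5 in the other females of that day. The mitochondrial share of the counts was 42.5% in the library labelled male Day 5 mouse 1 against 78.9% to 79.8% in the other males of that day, and 22832 genes were detected in it against 18929 to 19526. The mean FPKM of male Day 5 mice was 4.65 times that of male Day 0 mice and 1.32 times without mitochondrial genes, so mitochondrial transcripts taking most of the counts are a candidate explanation of the rise in mean FPKM. More oxidative metabolism in the tissue is argued against by the nuclear genes of oxidative phosphorylation, a list of 31 genes all expressed in these kidneys. In this test their mean log2 CPM changed by -0.78 in males from Day 0 to Day 5 (exact permutation p = 0.0286). In females it changed by -0.72 (exact permutation p = 0.0571). The list scores over the 32 libraries differ slightly. They fell from 8.66 to 7.83 in males and from 8.79 to 8.12 in females. At Day 2 and Day 3 they already stood at 8.02 and 7.96 in males and at 8.04 and 7.94 in females. The fall from Day 0 is thus not particular to Day 5. Degraded nuclear RNA would lower long genes most, while the longest genes changed by 0.17 more than the shortest on the log2 scale (18467 nuclear genes, upper against lower tercile by length). Library depth is argued against by the 8 libraries of other groups whose totals lie within the range of male Day 5 mice: their mitochondrial shares were 9.30% to 12.6%, under each of the male Day 5 mice, while rho between total and share over the 8 Day 5 libraries was -0.333. A change caused by cisplatin at Day 5, and handling of the Day 5 kidneys, stay open and were not tested.

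Male Day 5 mice had 1127 DEGs against Day 0, a day whose DEGs the paper does not report. Of the 35 splits of these 8 mice, 1 gave as many, the real one. The tubular transport, proximal tubule and collecting duct lists moved apart in these mice: mean log2 CPM went from 9.79 at Day 0 to 6.91 ± 1.22 for 20 proximal tubule genes and from 5.35 to 6.14 ± 0.18 for 13 collecting duct genes (SD, n = 4). Whether the high mitochondrial share, which leaves fewer counts for the other genes, or the quality of these samples underlies this count was not tested. The library labelled male Day 5 mouse 1 is among these mice, and without it the count was 1824.

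In the library labelled male Day 5 mouse 1, Xist had 4153 counts. This was 96.6% of the mean Xist level of the female Day 2 and Day 3 mice, while the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 387 counts, 24.3% of the mean level of the male Day 2 and Day 3 mice. A female sample without male RNA or reads would have no Y-linked counts, and a male with X inactivation would have the full Y-linked level, so both are argued against. A mixed sample of male and female RNA could give these levels. A mislabelled female with male RNA or reads carried over stays open too. Female Day 0 libraries held between 5 and 221 Y-linked counts, the highest at 6.53% of the male level. In the same group, male Day 5 mice 2, 3 and 4 held 260, 89 and 59 counts of Xist. These were 15.8%, 6.21% and 3.29% of the female level, while the female Day 5 libraries held 0 Y-linked counts. Counts of the other sex over 10 occurred in 9 of 16 libraries of Day 0 and Day 5 and in 0 of 16 of Day 2 and Day 3 (two-sided Fisher exact test, p = 0.000816), which fits RNA or reads from mice of the other sex reaching some libraries handled apart from Day 2 and Day 3; the paper's text gives no batches. No other biological explanation was tested.

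The hepatocyte list, 40 genes of which 37 passed the filter and 2 are abundant in these kidneys, had a mean log2 CPM of 7.84 in female Day 0 mouse 2. Of its 37 genes, 36 were at their highest of the 32 libraries there and 1 was not, with Alb at a log2 CPM of 12.77. Liver tissue carried along with the kidney is a candidate source, and a few liver-like genes that this kidney itself expressed are argued against by the number of genes. No other biological explanation was tested.

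The adrenal cortex list (12 genes passing the filter, 6 of them in another list) and the adrenal medulla list (10 genes) were highest in female Day 3 mouse 4, at 6.97 and 4.14. Over the 32 libraries the cortex and medulla lists rose together (rho = 0.872, permutation p = 1e-05, the smallest that 1e+05 resamples give; r = 0.913, 0.888 without female Day 3 mice 4 and 3, and 0.855 within groups). Cortex and medulla make different products, so adrenal tissue carried along with the kidney may explain both. It is not the whole of the difference in steroid metabolism between males and females at Day 3, since 10 of the 50 steroid genes outside the adrenal cortex list were DEGs there. A difference between the sexes in the kidney itself stays open. At Day 2 the adrenal cortex list stood at 2.55 ± 1.66 in males and 0.38 ± 0.19 in females (SD, n = 4 each). Of the 7 steroid DEGs of that day, Hsd3b1 alone is in the adrenal cortex list. Whether adrenal tissue contributed to the Day 2 result was not tested.

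The sex difference in the response was past the threshold for 2 genes at Day 3, Ppard and Kynu. Of 100 drawn splits of the mice, 7 gave as many, so a random grouping could give this count. At Day 2 the count was 0, with 738 genes at an unadjusted p under 0.05; since every split has at least 0 genes (100 of 100), the splits decide nothing there. Of 27 module responses, 0 differed between males and females at an exact p under 0.05.

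Male Day 0 mouse 3 lay apart from the other male Day 0 mice in the scores of 5 modules: 1.00 against 1.78 to 1.91 for m2, -0.0114 against 0.77 to 0.93 for m3, -0.52 against 0.80 to 0.94 for m4, 2.11 against 3.21 to 3.33 for m8 and 1.45 against 2.31 to 2.33 for m9. Lif was at a log2 CPM of -3.74 in it, against -0.80 to -0.39, and at -3.74 in female Day 0 mouse 3, against -1.45 to -1.06. The numbers of genes detected in these mice were 17985 and 16265. The rise of modules m7 to m9 does not rest on these mice: without both, the smallest of the 6 differences of Day 2 and Day 3 from Day 0 was 1.12. With raw counts 6 of 6 differences were positive too, but raw counts carry library depth. In males the median total was lower at Day 0 (17734690.5) than at Day 2 (22623476.5) or Day 3 (20820769). In females it was higher at Day 0 (29266581.5) than at Day 2 (26448866.5) and lower than at Day 3 (30639462). In males the sign with raw counts therefore cannot separate the rise from depth. The cause of the deviation was not tested, and no biological explanation was tested.

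Other mice far from their group were female Day 3 mouse 2, with 2.39 against 4.22 to 4.55 for m1 and a log2 CPM of Ccl20 of -3.37 against -1.08 to -0.81; female Day 2 mouse 4, with 3.30 against 3.65 to 3.71 for m2; male Day 5 mouse 3, with 1.89 against 0.92 to 1.00 for m6; and female Day 5 mouse 3, with 2.43 against 3.11 to 3.18 for m9. For Ccl20, male Day 0 mouse 2 stood at -3.003 against -3.74 in the others, which is 1 count against 0, and for Bdkrb2 male Day 2 mouse 4 stood at 1.24 against 0.21 to 0.35. With 3 of the 32 genes of m1, those resembling ribosomal RNA, left out, its rise at Day 2 was 2.61, so these genes are not the whole of it. No other explanation was tested for these mice.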

How the results depend on the processing

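The splits of the mice for DEGs and for the sex difference in response were chosen only after the result was seen. Leaving out mitochondrial genes, and each day in turn for the SD of r, was also chosen after the values were seen. Where a result below changed, the cause was not tested, unless stated.

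These counts of DEGs moved by over 1.5 times in the settings named here. With the DESeq2 Wald test the number of DEGs was 515 for males at Day 2, 1176 for males at Day 3, 1047 for females at Day 2, 1208 for females at Day 3, 421 for females at Day 5, 217 for males against females at Day 0, 297 for males against females at Day 2, 559 for males against females at Day 3, 558 for males against females at Day 5, 22 for the sex difference in response at Day 2, 40 for the sex difference in response at Day 3, 200 for common DEGs at Day 2 and 346 for common DEGs at Day 3. In 1 fit over all 8 groups it was 488 for males at Day 2, 897 for males at Day 3, 1835 for males at Day 5, 1149 for females at Day 2, 1183 for females at Day 3, 671 for females at Day 5, 325 for males against females at Day 0, 117 for males against females at Day 3, 544 for males against females at Day 5, 3 for the sex difference in response at Day 2, 242 for common DEGs at Day 2 and 359 for common DEGs at Day 3. Limma voom with sample quality weights gave 543 for males at Day 2, 2471 for males at Day 5, 1819 for females at Day 2, 1706 for females at Day 3, 659 for females at Day 5, 505 for males against females at Day 0, 382 for males against females at Day 2, 531 for males against females at Day 3, 1418 for males against females at Day 5, 369 for the sex difference in response at Day 2, 294 for the sex difference in response at Day 3, 293 for common DEGs at Day 2 and 344 for common DEGs at Day 3. At an absolute log2 fold change over 1 there were 276 for males at Day 2, 1432 for males at Day 3, 2083 for males at Day 5, 755 for females at Day 3, 702 for males against females at Day 3, 48 for common DEGs at Day 2 and 407 for common DEGs at Day 3. A filter of at least 10 counts in every library compared, which tests fewer genes, gave 371 for males at Day 3, 441 for females at Day 2, 85 for males against females at Day 2, 168 for males against females at Day 3 and 18 for males against females at Day 5. Without a filter on low counts there were 532 for females at Day 2, 135 for females at Day 5 and 163 for males against females at Day 5. DESeq2's size factors in edgeR gave 225 for females at Day 3 and 92 for common DEGs at Day 3. The other counts stayed within 1.5 times of the value given at the claims, and without mitochondrial genes all of them did.

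For gene lists, every camera p under 0.05 was over 0.05 with an estimated correlation: 0.270 for the steroid list in males against females at Day 2, 0.175 for the p53 list in males at Day 2, 0.393 for the chemotaxis list in males at Day 2, 0.424 for the inflammatory list in males at Day 2, 0.0720 for the VEGF list in males at Day 2, 0.218 for the p53 list in males at Day 3, 0.408 for the inflammatory list in males at Day 3, 0.0950 for the VEGF list in males at Day 3, 0.193 for the p53 list in males at Day 5, 0.278 for the chemotaxis list in males at Day 5, 0.294 for the inflammatory list in males at Day 5, 0.360 for the transport list in males at Day 5, 0.110 for the VEGF list in males at Day 5, 0.142 for the p53 list in females at Day 2, 0.257 for the VEGF list in females at Day 2, 0.182 for the p53 list in females at Day 3, 0.330 for the inflammatory list in females at Day 3, 0.252 for the VEGF list in females at Day 3, 0.0696 for the p53 list in females at Day 5, 0.311 for the chemotaxis list in females at Day 5, 0.247 for the inflammatory list in females at Day 5, 0.270 for the VEGF list in females at Day 5, 0.510 for the p53 list in females at Day 3 against Day 2, 0.107 for the chemotaxis list in females at Day 3 against Day 2, 0.141 for the inflammatory list in females at Day 3 against Day 2 and 0.456 for the transport list in females at Day 3 against Day 2. Fry gave 0.116 for the steroid list in males against females at Day 2, 0.0704 for the chemotaxis list in males at Day 2, 0.0616 for the inflammatory list in males at Day 2, 0.0660 for the transport list in males at Day 5, 0.113 for the chemotaxis list in females at Day 5, 0.0691 for the inflammatory list in females at Day 5, 0.0700 for the VEGF list in females at Day 5, 0.629 for the p53 list in females at Day 3 against Day 2, 0.260 for the chemotaxis list in females at Day 3 against Day 2, 0.312 for the inflammatory list in females at Day 3 against Day 2 and 0.575 for the transport list in females at Day 3 against Day 2. With sample quality weights, p was 0.0131 for the inflammatory list in males against females at Day 2, 0.00255 for the inflammatory list in males against females at Day 3, 0.0357 for the chemotaxis list in males at Day 3, 0.00294 for the inflammatory list in males at Day 3 against Day 2 and 0.726 for the transport list in females at Day 3 against Day 2, and the direction changed at 0.555 for the transport list in males at Day 3 and 0.0239 for the VEGF list in females at Day 3 against Day 2.

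Mice of different groups share only a number, and the numbers do not pair the mice: no pair of groups had all 4 correlations between mice of the same number over 0.1 (for male and female Day 0 mice the mean was 0.281 and the lowest -0.0737). With the number as a replicate block, the counts of DEGs that changed by over 1.5 times were 5 for males at Day 2, 53 for males at Day 3, 52 for females at Day 2, 0 for females at Day 3, 121 for males against females at Day 0, 4 for males against females at Day 5, 4 for the sex difference in response at Day 3, 0 for common DEGs at Day 2 and 0 for common DEGs at Day 3, with 5247 genes at an unadjusted p under 0.05 in females at Day 3 without the block. In the same paired fits p was 0.0165 for the inflammatory list in males against females at Day 3 and 0.0283 for the transport list in females at Day 2, the direction changed at 0.378 for the transport list in males at Day 2, 0.0908 for the chemotaxis list in males at Day 3 against Day 2 and 0.575 for the VEGF list in females at Day 3 against Day 2, and the log2 fold change was 0.0122 for Ccl6 in males against females Day 3 and 0.12 for Ccng1 in males against females Day 3.

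Module scores kept their direction in each setting tried. At Day 5 the exact p was over 0.05 for some: with raw counts, where the difference was 112 for m2 at Day 5, 109 for m3 at Day 5, 78.3 for m7 at Day 5, 222 for m8 at Day 5 and 19.5 for m9 at Day 5, in males only, where it was 0.75 for m7 at Day 5 and 0.64 for m8 at Day 5, and in females only, where it was 0.89 for m7 at Day 5, 1.13 for m8 at Day 5 and 1.18 for m9 at Day 5. Fewer mice enter the fits of 1 sex.

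Of the distances, R2 was 0.318 for female Day 2 with genes scaled to unit variance, 0.342 for female Day 3 with the 500 most variable genes, 0.337 for female Day 5 with the 500 most variable genes and 0.214 for males against females at Day 2 with genes scaled to unit variance. The difference in mean expression between males and females changed sign in these settings: 0.00363 at Day 2 with the mean of log2(FPKM + 1), 0.0249 at Day 2 with the mean of log2(FPKM + 0.1), 0.368 at Day 2 without genes resembling ribosomal RNA, -0.147 at Day 3 without mitochondrial genes and -0.0648 at Day 5 without the 50 genes of highest mean FPKM. For correlations with Lcn2 at Day 3, r of Ccl6 was 0.369 with FPKM without a log and 0.439 with raw counts, and r of Ccl20 was 0.732 with values centred on the sex mean. The SD of r over the days was 0.0372 for Il1rn and 0.386 for Il31ra with raw counts. Without Day 0 it was 0.0652 for Cxcl1, 0.0938 for Lif and 0.352 for Il31ra, and without Day 3 it was 0.384 for Il31ra; the other SDs stayed within the jackknife standard error when a day was left out.

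Each mouse was left out in turn, in 8 fits for a comparison of 2 groups and 16 for one over both sexes. The number of DEGs went from 10 to 475 for males at Day 2, 156 to 967 for males at Day 3, 507 to 1824 for males at Day 5, 21 to 1766 for females at Day 2, 0 to 1972 for females at Day 3, 8 to 687 for females at Day 5, 0 to 68 for males against females at Day 0, 79 to 258 for males against females at Day 2, 265 to 530 for males against females at Day 3, 0 to 1206 for males against females at Day 5, 0 to 1 for the sex difference in response at Day 2, 0 to 6 for the sex difference in response at Day 3, 2 to 72 for common DEGs at Day 2 and 0 to 352 for common DEGs at Day 3. The p of lists went from 0.00902 to 0.120 for the steroid list in males against females at Day 2, 0.0472 to 0.898 for the inflammatory list in males against females at Day 2, 0.000431 to 0.469 for the inflammatory list in males against females at Day 3, 0.00350 to 0.166 for the chemotaxis list in males at Day 2, 0.00121 to 0.0941 for the inflammatory list in males at Day 2, 0.471 to 0.832 for the transport list in males at Day 2, 0.0370 to 0.214 for the chemotaxis list in males at Day 3, 0.464 to 0.801 for the transport list in males at Day 3, 0.000275 to 0.582 for the p53 list in males at Day 3 against Day 2, 0.0180 to 0.909 for the chemotaxis list in males at Day 3 against Day 2, 8.8e-06 to 0.842 for the inflammatory list in males at Day 3 against Day 2, 0.17 to 0.934 for the VEGF list in males at Day 3 against Day 2, 0.508 to 0.978 for the chemotaxis list in females at Day 2, 0.0126 to 0.599 for the transport list in females at Day 2, 0.0230 to 0.452 for the chemotaxis list in females at Day 3, 0.208 to 0.917 for the transport list in females at Day 3, 0.000910 to 0.351 for the chemotaxis list in females at Day 5, 0.0152 to 0.990 for the transport list in females at Day 5, 4.03e-07 to 0.697 for the p53 list in females at Day 3 against Day 2, 3.91e-05 to 0.733 for the transport list in females at Day 3 against Day 2 and 0.0113 to 0.898 for the VEGF list in females at Day 3 against Day 2. R2 went from 0.285 to 0.410 for male Day 2, 0.340 to 0.480 for male Day 3, 0.350 to 0.436 for male Day 5, 0.309 to 0.500 for female Day 2, 0.318 to 0.509 for female Day 3, 0.245 to 0.363 for female Day 5 and 0.315 to 0.420 for males against females at Day 2. The difference in mean FPKM went from -1.24 to 0.789 for Day 0, -0.780 to 0.166 for Day 2 and 0.0428 to 0.422 for Day 3. With Lcn2, r went from 0.637 to 0.901 for Ccl6.

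Of 129 log2 fold changes of named genes, in all settings together, 1635 values kept direction and side of the threshold, 245 were weaker, 91 stronger and 29 changed sign. DESeq2's size factors left 127 of 129 as they were, and without mitochondrial genes 129 of 129. The sign changed for Trpv5 male Day 2 vs Day 0 (-0.13, limma voom with sample quality weights), Il13ra1 male Day 3 vs Day 0 (0.0128, no filter on low counts), Il13ra1 male Day 3 vs Day 0 (7.82e-05, at least 10 counts in every library compared), Il13ra1 male Day 3 vs Day 0 (0.0247, limma voom with sample quality weights), Havcr1 male vs female Day 2 (-1.02, limma voom with sample quality weights), Gapdh male vs female Day 3 (-0.49, limma voom with sample quality weights) and Trpv6 male vs female Day 3 (-0.0624, limma voom with sample quality weights). With 1 mouse left out in turn it changed in some fits, with the log2 fold change going from -0.11 to 0.0797 for Il13ra1 male Day 3 vs Day 0, -1.02 to 0.20 for Lcn2 male vs female Day 2, -0.77 to 2.53 for Havcr1 male vs female Day 2, -1.70 to 0.31 for Il1rn male vs female Day 2, -0.45 to 0.0919 for Bdkrb2 male vs female Day 2, -0.71 to 0.11 for Cxcl1 male vs female Day 3, -0.0274 to 0.63 for Ccl20 male vs female Day 3, -0.43 to 0.13 for Ccl6 male vs female Day 3, -0.69 to 2.42 for Gapdh male vs female Day 3, -0.41 to 0.0520 for Ccng1 male vs female Day 3 and -0.15 to 0.35 for Trpv6 male vs female Day 3.

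Depth limits the genes with few reads: Tnf had at most 16 counts in any library, Ccl20 at most 22 and Cxcl1 at most 25 in male Day 5 mice, where it was not tested. The alternatives without a value for every named gene were the filter of at least 10 counts and the DESeq2 Wald test. They left 67 and 127 of the 129 gene values.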

Differences from the paper's values

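The paper's counts of DEGs are those of its supplementary sheets or text, made at an adjusted p under 0.05 and an absolute log2 fold change over 1.5 with DESeq2 as the paper states them, and the values here are edgeR's. The paper's Day 3 sheet of males against females also holds genes down to an absolute log2 fold change of 1.002. Settings are those set before the data were examined; those not named for a value did not bring it within 1.5 times of the paper's.

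Between males and females at Day 2, the paper's 238 DEGs stand against 135; the DESeq2 Wald test gave 297, no filter on low counts 194 and an absolute log2 fold change over 1 gave 196, all within 1.5 times. Of these, the paper's 157 positive and 81 negative stand against 84 and 51; the DESeq2 Wald test gave 193 and 104, no filter 120 and 74 and the lower fold change 118 and 78, and limma voom with sample quality weights reached the positive count with 221. At Day 3 the paper's 287 negative, from that sheet, stand against 173 over 1.5 and 342 over 1; the DESeq2 Wald test gave 320, no filter 214 and quality weights 264, each over 1.5. The paper's 392 downregulated DEGs, read as the sum of Day 2 and Day 3, stand against 224, but this reading is uncertain, since the sheets list 81 and 287 negative genes and the Day 3 sheet holds 392 genes in both directions; the DESeq2 Wald test gave 424, no filter 288, quality weights 425 and the lower fold change 420.

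In females at Day 2, the paper's 698 DEGs stand against 234, and the DESeq2 Wald test gave 1047 and no filter 532. The paper's 214 positive stand against 88, for which the DESeq2 Wald test gave 290, and the paper's 484 negative against 146, for which no filter gave 390 and the filter of at least 10 counts 342. In males at Day 2, the paper's 311 stand against 115, and a lower fold change gave 276. The paper's 187 positive stand against 83, with 280 in 1 fit over all 8 groups and 181 at the lower fold change, and the paper's 124 negative against 32, with 94 for quality weights and 95 at the lower fold change. In females at Day 3, the paper's 788 in the sheet (2 fewer than Fig. 2c adds up to) stand against 424, with 529 for the filter of at least 10 counts and 755 at the lower fold change. The paper's 278 positive stand against 87, with 394 for the DESeq2 Wald test and 401 in 1 fit over all groups, and the paper's 510 negative against 337, with 432 for the filter of at least 10 counts and 609 at the lower fold change. The paper's 166 common DEGs at Day 2 stand against 24, with 200 for the DESeq2 Wald test and 242 in 1 fit over all groups; 127 gene names are in both Day 2 sheets.

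Of 22 counts, 15 differed with edgeR and 11 with the DESeq2 Wald test; 0 of 36 log2 fold changes differed. Against the paper's sheets, the DESeq2 Wald test called 235 of 238 genes between males and females at Day 2, 697 of 698 in females at Day 2 and 300 of 311 in males at Day 2. The variance on the first component over Day 2 and Day 3 was 32.7%, against about 20% in Fig. 2b, read by eye; log2(FPKM + 1) gave 39.7%, genes scaled to unit variance 31.4% and the 500 most variable genes 48.6%, and none closed the gap.

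The paper describes modules m7 to m9 as downregulated against Day 0, while here they were higher, by 1.28, 1.54 and 1.48 at Day 2 and 1.76, 1.55 and 1.67 at Day 3; the paper's own sheets list all their genes with positive log2 fold changes (30 of 30 in females and 20 of 20 in males at Day 2, 28 of 28 and 27 of 27 at Day 3, of 120 genes). The paper describes transport terms as downregulated at Day 2, where the tubular transport list had a mean log2 fold change of 0.21 in males and 0.32 in females, against 0.23 and 0.14 over all genes tested; relative to the other genes, camera gave a p as small in 21 of the 35 splits by exact permutation in each sex, the direction in males changed in 4 of 12 settings, and in females 4 of 12 settings gave a rise with a p under 0.05. The paper ranks Cxcl1 highest in correlation with NGAL at Day 3. Here it ranked number 5 with an r of 0.825, and it was highest with raw counts (0.924) and with FPKM without a log (0.851). The genes ranked above it are in module m6 with Lcn2, so this order is not independent evidence. The paper gives Cxcl1 the lowest variance over time; its SD of r was 0.360, number 5 of 7, and lowest in no setting set before the data were examined, while without Day 0, which was chosen after seeing the values, it was lowest at 0.0652. The paper calls the correlation of Ccl20 strong and those of Il1rn, Lif and the interleukin receptor weak over the course of the injury. At Day 0, Day 2, Day 3 and Day 5, r was 0.0386, 0.566, 0.530 and -0.0282 for Ccl20, 0.418, 0.700, 0.912 and 0.517 for Il1rn, 0.0856, 0.915, 0.842 and 0.729 for Lif and -0.348, 0.364, 0.913 and 0.258 for Il31ra, so low values of Il31ra lie at the days other than Day 3. The paper describes little variance between males and females at Day 2 and Day 3, where R2 was 0.335 and 0.461 (exact permutation p = 0.0286 each, one-sided), and a divergence in mean expression at Day 0, where the difference was -0.353 (exact permutation p = 0.743).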

Other observations

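The tests on Npas2, Arntl and the clock genes were chosen only after the result was seen, and those on Gapdh after its counts were seen and before the values they measure.

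Npas2 and Arntl, which form the positive arm of the daily clock, were lower in males at Day 2 than at Day 0, by log2 fold changes of -4.10 (edgeR adjusted p = 0.00282) and -3.12 (edgeR adjusted p = 0.0149). They were lower at Day 3 (-2.14 and -1.53) and Day 5 (-2.84 and -1.24) in males too. In females they were less so, with Npas2 at -1.01, -0.91 and -0.85. In the test of the interaction of day and sex over all genes, 0 of 17467 passed at Day 2. At Day 3, Ppard and Kynu alone passed. The interaction was not tested at Day 5 or for the clock genes as a set. A list of 10 clock genes of the opposite phase, 2 of which are in the module tables, was higher by 2.23 in males at Day 2 (exact permutation p = 0.0286, 10 of 10 genes higher), with Dbp at 4.29, Ciart at 3.56, Per3 at 3.13 and Per2 at 3.13. It was higher by 1.92 at Day 3 (exact permutation p = 0.0286) and 1.24 at Day 5 (exact permutation p = 0.0571) in males, and by 1.63 (exact permutation p = 0.0571), 1.24 (exact permutation p = 0.114) and 1.48 (exact permutation p = 0.0857) in females. A loss of clock transcripts in general is argued against by the rise of 2.23. Kidneys collected at another phase of the daily clock than at Day 0 are a candidate explanation; the paper's text does not give the time of day of collection, and an effect of cisplatin on the clock stays open.

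Gapdh, the internal control of the paper's PCR, varied over the 32 libraries between 38 and 24419 counts and between 0.97 and 162 FPKM, with a CPM 166 times higher in the highest than in the lowest library. The SD of its log2 CPM was 2.54, against 0.27 to 0.83 for 10 other glycolysis genes, of which 0 had an SD as large, so a change in glycolysis is argued against (rho with their mean 0.334, over 32 libraries). Reads counted on the 52 other genes that its primers match, 125 to 2250 per library, do not make up the gap: the summed CPM still differed 27.4 times between libraries. Reads left uncounted because they match several genes could give this pattern and were not tested. These counts say nothing about Gapdh in the PCR, which was not analysed here.

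Erythroid genes (8 passing the filter, 1 abundant in these kidneys) had a mean log2 CPM of 5.13 ± 0.606 in male Day 0 mice, 2.17 ± 1.24 at Day 2, -0.18 ± 0.302 at Day 3 and 6.12 ± 1.60 at Day 5, and of 5.43 ± 0.553, 1.65 ± 0.656, 1.22 ± 1.31 and 3.05 ± 1.89 in females (SD, n = 4 each). Adipocyte genes (15, of which 11 are abundant in these kidneys) were at 6.58 ± 1.08 in male Day 0, 5.30 ± 0.18 in male Day 3 and 7.50 ± 0.70 in male Day 5 mice. The exocrine pancreas list has 1 of 13 genes passing the filter, at 7.18 ± 0.58 in male Day 0 and 4.57 ± 1.22 in male Day 5 mice. Genes resembling ribosomal RNA (6 of 13 passing) were at 4.95 ± 0.33 in male Day 0 and 6.15 ± 0.33 in male Day 2 mice, and at 5.31 ± 0.36 and 6.60 ± 0.23 in females. The adrenal cortex list stood at 2.14 ± 2.17 in female Day 0, 4.69 ± 2.49 in female Day 3 and 6.11 ± 0.63 in female Day 5 mice.

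Against other splits of the same mice, the DEGs with 1 of 35 splits as large were those of males at Day 2, Day 3 and Day 5, of females at Day 3 and of males against females at Day 2 and Day 3. With 2 of 35 were those of females at Day 2 and Day 5 and of males against females at Day 0 and Day 5. For the common DEGs, 1 of 100 draws was as large at Day 2 and at Day 3, in each case the real one.

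For gene lists, the splits of 35 with as small a camera p were, between males and females, 10 at Day 2 and 35 at Day 3 for steroid metabolism and 35 and 27 for inflammatory response. Against Day 0 in males at Day 2, Day 3 and Day 5 they were 8, 3 and 5 for p53, 17, 17 and 10 for chemotaxis, 15, 13 and 10 for inflammatory response, 21, 20 and 10 for transport and 2, 3 and 3 for VEGF and MAPK. In females they were 3, 6 and 1, then 31, 21 and 13, then 12, 8 and 8, then 21, 26 and 27, and 10, 5 and 8, in the same order of lists. Between Day 3 and Day 2 they were 35, 28, 28, 34 and 34 in males and 28, 5, 9, 22 and 28 in females. The p53 list in females at Day 5 was thus the list result with a share of splits under 0.05. The small camera p values of the others could come from correlation among the genes of a list in other groupings of the same mice. The mean log2 CPM of the p53 list is another measure. In males its highest Day 0 mouse was at 3.40. The lowest at Day 2, Day 3 and Day 5 were at 3.61, 3.97 and 3.72. In females the highest Day 0 mouse was at 3.44, and the lowest later mice at 4.22, 3.39 and 4.30. A random grouping of the mice is thus argued against for the higher level of this list, except in females at Day 3.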
